# Adenosinergic Signaling Alters Natural Killer Cell Functional Responses

**DOI:** 10.3389/fimmu.2018.02533

**Published:** 2018-10-30

**Authors:** Andrea M. Chambers, Jiao Wang, Kyle B. Lupo, Hao Yu, Nadia M. Atallah Lanman, Sandro Matosevic

**Keywords:** NK cells, adenosine, immunometabolism, immunotherapy, purinergic signaling

## Abstract

Adenosine is a potent immunosuppressive purine metabolite contributing to the pathogenesis of solid tumors. Extracellular adenosine signals on tumor-infiltrating NK cells to inhibit their proliferation, maturation, and cytotoxic function. Cytokine priming imparts upon NK cells distinct activation statuses, which modulate NK anti-tumor immunity and responses to purinergic metabolism. Here, for the first time, we investigated human NK cell responses to adenosinergic signaling in the context of distinct cytokine priming programs. NK cells were shown to be hyper-responsive to adenosine when primed with IL-12 and IL-15 compared to IL-2, exhibiting enhanced IFN-γ expression from CD56^bright^ and CD56^dim^ subsets while modulating the expression of activation marker NKG2D. These responses resulted in signaling that was dependent on mTOR. Adenosine induced upregulation of transcriptional signatures for genes involved in immune responses while downregulating cellular metabolism and other protein synthesis functions that correlate to inhibited oxidative phosphorylation and glycolysis. Overall, our findings show that adenosine acts on specific cellular pathways rather than inducing a broad inhibition of NK cell functions. These responses are dependent on cytokine priming signatures and are important in designing therapeutic interventions that can reprogram NK cell immunometabolism for improved immunotherapies of solid tumors.

## Introduction

Natural killer (NK) cells are powerful effectors of innate immunity. Although immunotherapies utilizing genetically-engineered NK cells are showing promise in clinical settings (1), clinical treatment of solid tumors has lagged behind that of hematologic malignancies (2, 3). Unlike T cells, NK cell function is driven by a balance of activating and inhibitory receptors through which they interact with pathogens by recognizing major histocompatibility complex (MHC) class I molecules on cancer cells (4). The largest group of NK cell receptors includes natural killer group 2 (NKG2), which includes NKG2A, B, C, D, E, F, and H. Except NKG2A and B, all receptors are activating. In pathogenic environments, such as in solid tumors, expression of activating receptors may be impaired, leading to suppression of NK cell anti-tumor immunity (5).

Overall, multiple elements contribute to overall pathogenesis in solid cancers. These elements include hypoxia-driven purinergic signaling, resulting in the accumulation of extracellular adenosine (ADO) (6), a powerful purinergic mediator, signaling on tumor-infiltrating NK cells to negatively regulate their anti-tumor function.

The accumulation of extracellular ADO, followed by engagement of G-protein-coupled ADO receptors (A_1_, A_2A_, A_2B_, and A_3_) (7) on tumor-reactive NK cells has emerged a highly immunosuppressive mechanism driving tumor evasion (8). Fast-proliferating cancer cells are characterized by over-utilization of ATP, fueling enzymatic activity of cancer-associated ectoenzymes CD39 and CD73, which catalyze the phosphorylation of AMP to ATP and, finally, extracellular ADO (9). ADO, in turn, interacts with ADO receptors on NK cells, mediating its immunosuppression most strongly via the A_2A_ receptor (A_2A_R) (Figure 1). Elevated expression of CD39 and CD73 (10) on cancer cells was shown to be associated with worse overall survival in solid tumor patients (11, 12). These ectoenzymes were shown to interfere with the trafficking and activities of NK cells into sol id tumor sites via heterologous desensitization of chemokine receptors (13) and reduced proinflammatory cytokines, further promoting cancer development. Extreme dysfunction in purinergic metabolism can additionally manifest in ADO deaminase-severe combined immunodeficiency (ADA-SCID), caused by accumulation of ADO due to ADA loss of function, ultimately resulting in partial or complete lymphopenia (14). As a result, adenosinergic signaling has emerged as a negative regulator of local and systemic anti-tumor response. Debilitating ADO-induced immunosuppression by systemic oxygenation has been shown to weaken ADO-driven tumor protection (15, 16). Similarly, hindrance of ADO accumulation by antibody-mediated blockage of CD39 or CD73, or by A_2A_R antagonism is emerging as a promising checkpoint blockade target. When administered simultaneously, anti-CD73 antibody and A_2A_R inhibitor SCH58261 were shown to decrease the metastatic burden on carcinoma-bearing mice by mobilizing NK cells, CD8^+^ T cells, and interferon-γ (IFN-γ) (17).

**Figure 1:**
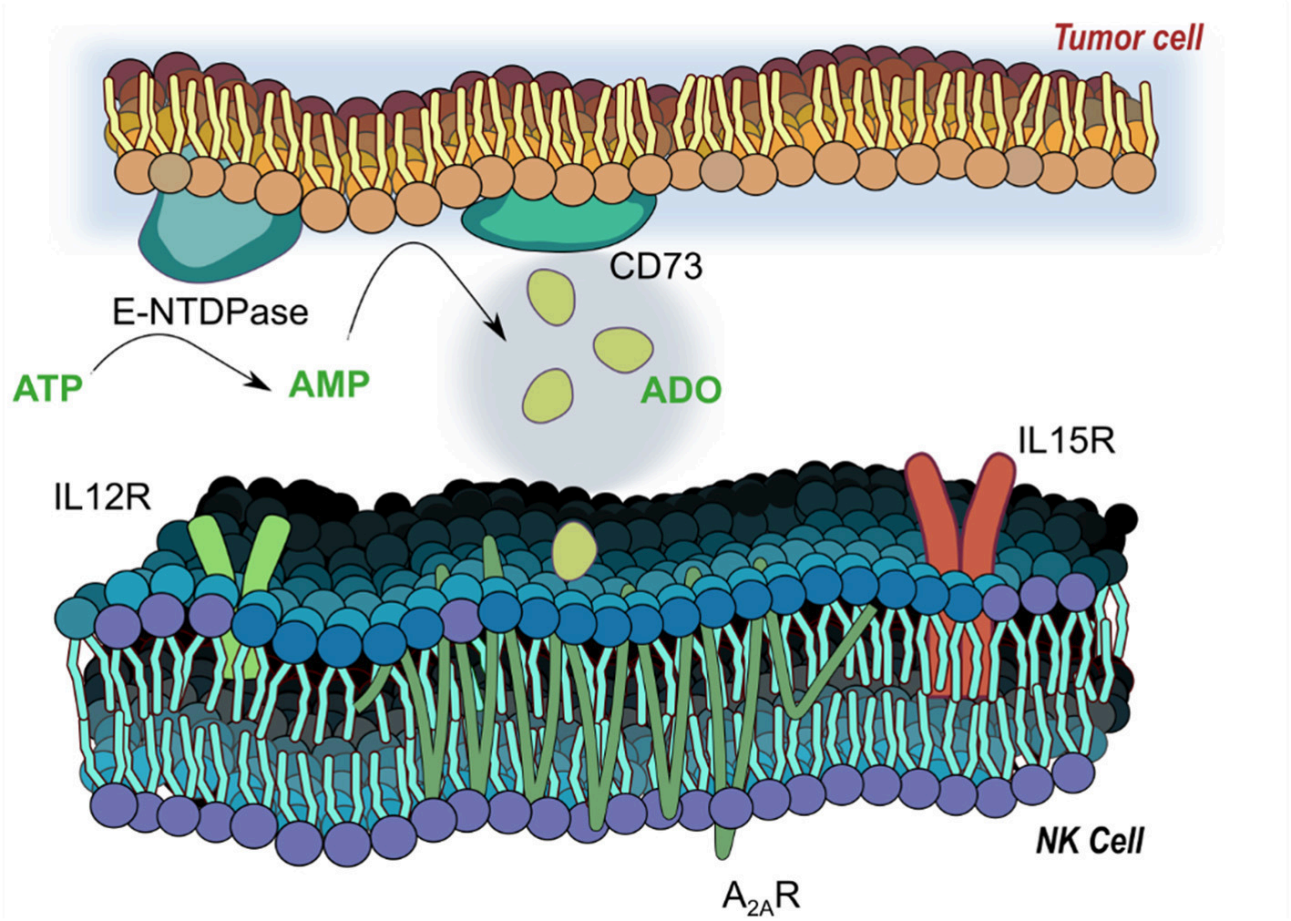
Adenosinergic signaling on natural killer (NK) cells. E-NTDPase (CD39) and 5-ectonucleotidase (CD73) on cancer cells catalyze the dephosphorylation of adenosine triphosphate (ATP) and adenosine monophosphate (AMP) into adenosine (ADO). Extracellular ADO signals via receptors on NK cells—particularly the A_2A_ receptor, a seven-pass transmembrane G protein coupled receptor—to alter functional responses on NK cells, including cytotoxicity, proliferation and activation. Receptors for IL-12 (IL12R) and IL-15 (IL15R) mediate activation of NK cells by the two cytokines, and work to modulate responses to ADO signaling.

The mechanisms through which ADO mediates function of NK cells are varied, though not entirely understood. ADO is known to inhibit TNF-α release from IL-2 stimulated NK cells (18). IL-2 was also found to alleviate ADO-induced immunosuppression of NK cells (19), suggesting cytokine priming to mitigate ADO-induced immunosuppressive effects. ADO's cytotoxic functions have been most extensively linked to engagement of A_2A_R (20), though A_3_ receptor agonism was reported to enhance cytotoxicity of NK cells against tumors in conjunction with IL-12 (21). Moreover, recent insights have emerged linking A_2A_R engagement on NK cells to defective NK cell development, with its antagonism promoting the accumulation of highly cytotoxic CD56^dim^ NK cells (22).

However, not much is known about the direct effects of ADO on NK cell phenotype and function with regards to cytokine priming. While IL-2, IL-12, and IL-15 have been shown to exert powerful effects on the proliferative and cytotoxic capacity of NK cells (23), the presence of ADO in modulating effector responses of cytokine-stimulated NK cells are unknown. Here, we report, for the first time, phenotypic, metabolic, functional and genomic analyses of cytokine-stimulated human NK cells in the setting of ADO signaling. Our results reveal that ADO is inhibitory to NK cell function via dysregulation of specific cellular functions, resulting in downregulation of activating receptor expression and impaired metabolic activity. Functional responses of cytokine-stimulated NK cells are stimulation-dependent, and most pronounced with a combination of IL-12 and IL-15. This knowledge will help direct altered immunometabolic suppression of NK cell function within the context of adoptively-transferred immunotherapies for the treatment of solid tumors.

## Materials and methods

### Reagents and cell lines

Lung adherent epithelial carcinoma A549 cells were obtained from ATCC (ATCC^®;^ CCL-185). A549 cell lines were cultured in DMEM (Gibco, ThermoFisher) with 10% FBS and 1% penicillin/streptomycin (Gibco), and maintained until passage 20 before being discarded. Chronic myelogenous leukemia K562 cells were obtained from ATCC (ATCC^®;^ CCL-243). K562 cell lines were cultured in RPMI-1640 (Life Technologies, ThermoFisher) with 10% FBS and 1% penicillin/streptomycin (Gibco), and maintained until passage 20 before being discarded. Human rhIL-15 and human rhIL-12 were from Gold Biotechnology, human rhIL-2 was from Akron Biotechnology. TGF-β was from ThermoFisher. All other reagents were from Sigma-Aldrich unless otherwise stated.

### Human samples and NK cell isolation

Primary NK cells used in this study were obtained using Purdue University's Institutional Review Board (IRB)-approved consent forms signed by each adult volunteer donor. Blood samples were obtained from twelve healthy adult donors. Natural killer cells were isolated from whole blood by negative selection using the EasySep™ Direct Human NK cell Isolation Kit (StemCell Technologies). The cells were about 80–90% CD3-CD56^+^ when assessed by flow cytometry. Cells were immediately plated at a density of 1 × 10^6^ cells/ml and were cultured in RPMI-1640 (Life Technologies, ThermoFisher) containing 10% FBS, 1% penicillin/streptomycin (Gibco), and accordingly with cytokine, metabolite and small molecule treatment programs as described 37°C, 5% CO_2_ for about 24 h.

### Human NK cell stimulation, ADO treatment and metabolic inhibition

Stimulation programs are as indicated and include priming with IL-2 (200 IU/ml or 400 IU/ml), IL-12 (30 ng/ml) and IL-15 (100 ng/ml), or IL-15 (100 ng/ml). NK cells were also stimulated with or without TGF-β (10 ng/ml) or endogenous ADO (1 mM). Inhibition of the ADO A_2A_ receptor was carried out using SCH58261 (Cayman Chemical) at a concentration of 1 μM. Inhibition of the mTORC1 was carried out using Torin-1 (Cayman Chemical) at a concentration of 1 μM. For the cytotoxicity assays, ADO deaminase inhibitor erythro-9-(2-hydroxy-3-nonyl)adenine (EHNA, Sigma-Aldrich) was used at a concentration of 30 μM.

### Flow cytometry

For flow cytometric analysis, cells were washed with FACS buffer (1X PBS, 5% FBS) and then stained for 30 min at 4°C with select antibodies CD56 (Pe-Cy5.5, Clone: CMSSB/APC, Clone:5.1H11), CD3 (Pe-Cy7, Clone: UCHT1), CD73 (APC, Clone: 82), CD16 (APC, Clone: B73.1), NKp30 (BV711, Clone: p30-15), NKG2D (PE, Clone: 1D11), IFN-γ (Percp-Cy5.5, Clone: B27), pS6 (V450, Clone: N7-548), pSTAT5 (PE, Clone: 47), and DNAM (PE, Clone: DX11) (eBioscience, BD, or BioLegend). Intracellular staining was performed using BD Cytofix/Cytoperm™ (BD Biosciences) with brefeldin A (GolgiPlug) added to cells 4 h before the end of the assay. Sytox™ Green Dead Cell Stain (ThermoFisher) was used to determine cell viability. Gating was performed using fluorescence minus one (FMO) controls and CD3-CD56+, with CD56dim and CD56bright having distinct populations as confirmed by CD16 (Figures S1,S4). Analysis was performed on the BD Fortessa.

### Human NK cell cytotoxicity with target cells

NK cells were isolated and cultured for 20 h with different cytokine stimulations before the addition of A549 or K562 target cells. A549 target cells were labeled with carboxyfluorescein succinimidyl ester (CFSE) for 15 min at 37°C following the 7-AAD/CFSE Cell-Mediated Cytotoxicity Assay Kit (Cayman Chemical) to distinguish between target cells (A549/K562) and effector cells (NK cells). The A459 cells were labeled 4 h before culturing with the NK effector cells to allow for the A549 cells to adhere onto the culture plates, while the K562 cells were set to rest for 1 h in NK cell culture medium (without cytokines or inhibitors) at a density of 1 × 10^6^ cells/ml before culturing with NK cells. Next, the effector cells were incubated with the CFSE labeled A549 or K562 cells target cells at a ratio of E:T of 10:1 in 24 well plates. For the A549 cells, media was removed and replaced with the NK cell culture media and NK cells. The K562 cells were added directly to the NK cell cultures. The NK cells were kept at a density of 1 × 10^6^ cells/ml with the A549 or K562 target cells at a density of 1 × 10^5^ cells/ml. Controls with just A549 cells were also cultured for each test. After coculture for 4 h at 37°C, 5% CO_2_, the supernatant with NK cells was collected, and the A549 cells were washed with 1 X PBS, trypsinized, and then added to the NK cell supernatant. The cultures with K562 were collected directly after 2 or 4 h. The cell mixture was then stained with 7AAD (Cayman Chemical) for 15 min at 4°C. The cells were analyzed on the BD Fortessa instrument (BD biosciences) for both CFSE and 7AAD and data was evaluated using FlowJo software (Tree Star).

### Seahorse metabolic assays

The XFp Extracellular Flux Analyzer (Seahorse Bioscience) was used to measure extracellular acidification rates (ECARs) and oxygen consumption rates (OCRs) for the primary NK cells cultured without cytokines, IL-12 and IL-15, and IL-12 and IL-15 with ADO. XFp Cell Culture Miniplates were coated with 25 μl poly-L-lysine (Sigma) overnight and rinsed with Milli-Q® water before the addition of NK cells (5 × 10^5^ cells/well). After about 30 h of NK cell stimulation, NK cells were resuspended in either XF Cell Mito Stress Test Assay Medium (XF Base Medium supplemented with 2.05 mM L-glutamine, 11 mM glucose, and 1 mM sodium pyruvate) or XF Glycolysis Stress Test Assay Medium (XF Base Medium supplemented with 2.05 mM L-glutamine). Both mediums were adjusted to a pH of 7.4 and filtered before adding to NK cells. Once the NK cells were added to the XFp Cell Culture Mini-plate, the cells were centrifuged at 800 G for 1 min without a break to adhere the NK cells onto the bottom of the miniplates. NK cells were assayed in triplicate and then placed into a non-CO_2_ incubator for 30 min prior to the assays. Stock solutions for each assay were prepared as recommended by the Test Kit guidelines. OCR and ECAR readings were taken over 60–70 min and data was analyzed with the Seahorse XF Stress Test Report Generator.

### RNA isolation and RNAseq library preparation

Freshly isolated, primary NK cells were cultured for 24 h in the presence of IL-12 and IL-15 with ADO as previously described. Cells were harvested and total RNA was isolated from the NK cells using the *mir*Vana™ miRNA Isolation Kit (ThermoFisher) according to manufacturer's instructions, with 4.5 × 10^5^ cells/sample. The samples were then quantified using the Qubit 4 Flurometer (ThermoFisher), and prepared for RNAseq analysis at the Purdue Genomics Core (Purdue University). The dscDNA quality was checked prior to library preparation using an Agilent Bioanalyzer with a High Sensitivity DNA Chip. Samples were prepared for sequencing using the NuGen Universal Plus mRNA-Seq kit (NuGen Technologies Inc.,). Paired-end, 100 bp reads were sequenced on the NovaSeq 6000.

### RNA-seq analysis

Following sequencing on the NovalSeq, Fastx_Toolkit v. 0.0.12.2 quality trimmer (24) was used to trim reads based on quality score. A FastX trimscore of 30, a trim length of 50 were used. Data quality before and after quality trimming was observed using the program FastQC v.0.11.2 (25). Paired-end reads were mapped to the GRCh38.p12 Ensembl reference genome using STAR v. 2.5.4bq (3). Default STAR parameters were used with the exception that library-type was set to “fr-firststrand” and that 1 mismatch was allowed in mapping. After mapping, the htseq-count script in HTSeq v. 0.6.1 (26) was used to count the number of reads mapping to each gene. Biopython v.2.7.3 was used in running HTSeq. HTSeq was run in “intersection-nonempty” mode, the –stranded = reverse option was set, exons were the features used, and “gene_id” was the attribute parameter used. DESeq2 v. 1.20.0 (27) and edgeR v.3.18.1 (28) were used to perform the differential gene expression analysis. The Benjamini–Hochberg method for correcting *p*-values for multiple testing was used. Genes were identified as statistically significant at adjusted *p* < 0.05. A gene set enrichment analysis (GSEA) was used to find sets of genes significantly enriched in control or ADO treated genes. GSEA v. 3. (6) and KEGG, Reactome, GO, and Hallmark gene sets were used in the analysis. We performed GSEA on the pre-ranked dataset, in which genes were ranked using the statistics from DESeq2 and specifically, by the sign of the log_2_ fold-change multiplied by –log_10_(*p*-value). GSEA data has been deposited at GEO under accession number GSE119705.

### Statistical analysis

Prism 7 (GraphPad Software) was used for all statistical analysis with a *p* < 0.05 (^*^) considered to be significant. Ordinary one-way analysis-of-variance tests or the Kruskal–Wallis tests were used for multiple-group comparisons along with the Tukey's multiple comparison test or Dunn's multiple comparison test to compare unpaired sample groups. Unpaired or paired *t*-tests or the Mann–Whitney *U*-test were used for single-data comparisons of independent groups.

## Results

### Priming with IL-2 and IL-15 alter NK cell responses in the presence of adenosine

To determine the effect of ADO on the expression of IFN-γ from cytokine-activated NK cells, we isolated NK cells from fresh adult peripheral blood by negative selection, and stimulated these cells with ADO. Freshly-isolated human PBMC-derived NK cells were gated as CD56^+^/CD3^−^ and further stratified into CD56^dim^ and CD56^bright^ subsets (Figure S1). Overall, ADO treatment did not alter the percentage of CD56^bright^ or CD56^dim^ cells (Figure 2B). IL-2 (200 IU/ml)-stimulated NK cells did not show statistically appreciable alteration in levels of expressed IFN-γ, which remained relatively low and largely comparable to baseline (IL-2-activated cells in the absence of ADO; Figure 2C). When NK cells were stimulated with IL-15 (100 ng/ml), however, we observed a significant increase in the level of expressed IFN-γ in response to ADO (Figure 2B) from both CD56^bright^ and CD56^dim^ NK cells. IFN-γ expression was shown to be highest for CD56^bright^ NK cells. The percentage of IFN-γ^+^ NK cells also increased following ADO treatment (Figures S2A,B).We next investigated changes in the phosphorylation of STAT5 at Y694 (pSTAT5) and ribosomal protein s6 (ps6) at residues S235 and S236 for these activation programs in the presence of the same concentration of ADO. No significant changes in the levels of phosphorylated s6 were observed with either CD56^dim^ or CD56^bright^ NK cells in the response to ADO (Figure 2D). Similar observations were made for the phosphorylation of STAT5 by IL-15-stimulated CD56^dim^ or CD56^bright^ NK cells. IL-15 stimulated CD56^dim^ or CD56^bright^ NK cells both showed a notable increase in the level of phosphorylated STAT5 (pSTAT5) compared to IL-2-stimulated NK cells.

**Figure 2:**
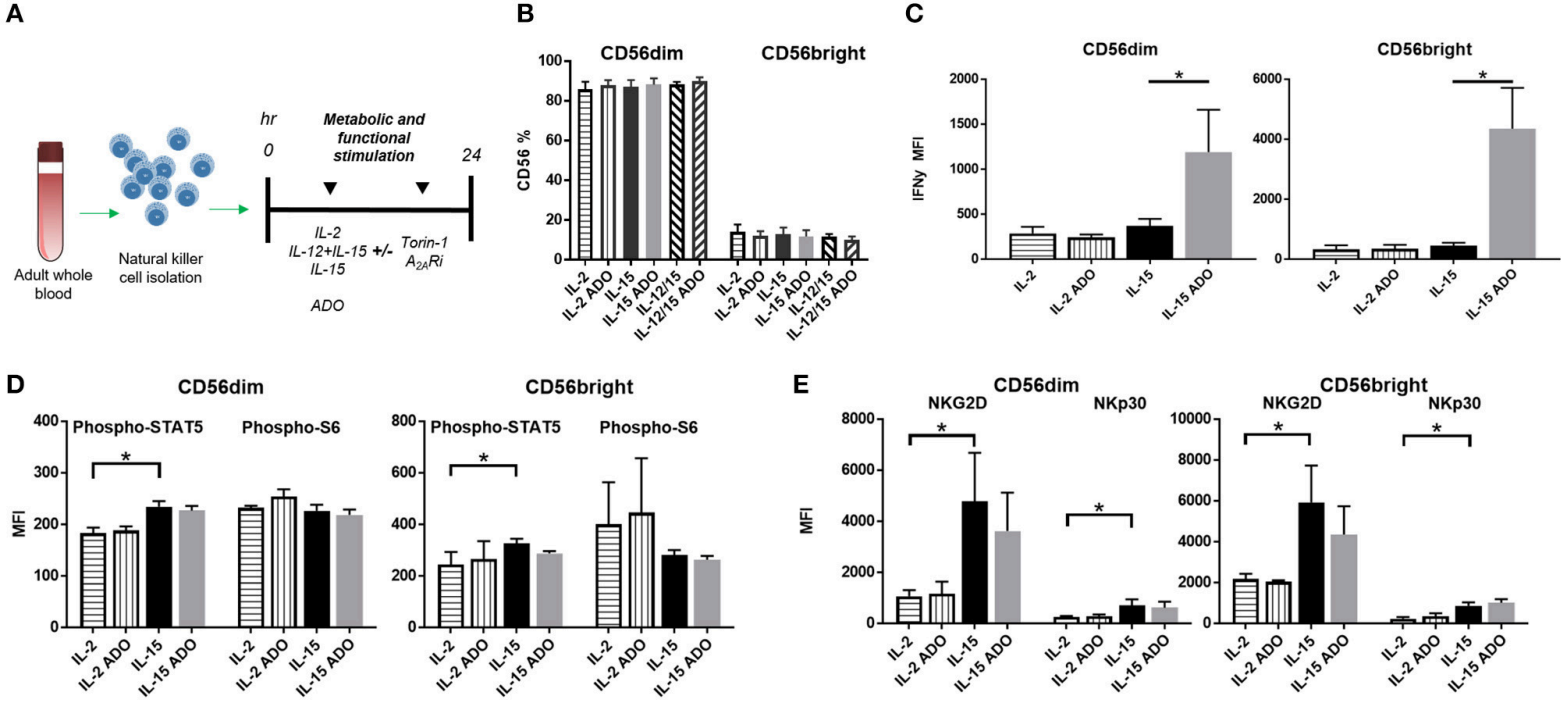
ADO signaling responses by IL-2 and IL-15-stimulated CD56^bright^ and CD56^dim^ NK cells. **(A)** Treatment scheme from blood collection, NK cell isolation and stimulation to analysis. **(B)** Percentage of CD56^+^ NK cells activated with either IL-2, IL-15 or IL-12/IL-15 in the presence or absence of ADO (Unpaired Student *T*-test). In **(C–E)**, human NK cells, sourced from healthy adult donors, were stimulated with IL-2 (200 IU/mL) or IL-15 (100 ng/mL) for 24 h in the presence or absence of ADO (1 mM). **(C)** IFN-γ expression by NK cells in response to ADO and following priming with either IL-2 or IL-15 (Unpaired Student *T*-test or Mann Whitney *U*-test). **(D)** Phosphorylation of STAT5 or s6 in response to ADO on NK cells primed with either IL-2 or IL-15 (Unpaired Student *T*-test or Mann Whitney *U*-test). **(E)** Expression of activating receptors NKG2D and NKp30 on NK cells in response to ADO following priming with either IL-2 or IL-15 (Unpaired Student *T*-test or Mann Whitney *U*-test). Reponses were measured by flow cytometry. *p < 0.05. Data are expressed as means ± SEM.

To determine the effect of ADO on the expression of activating NK receptors NKG2D and NKp30, we similarly stimulated NK cells with IL-2 or IL-15 for 24 h in the presence of ADO. ADO induced a decrease in NKG2D from IL-15-stimulated NK cells, though the magnitude of this was sensitive to donor variability (Figure 2E).

### Adenosine alters functional responses and activation markers of IL-12/IL-15-primed NK cells

An enhanced response to ADO was observed when NK cells were co-stimulated with a combination of IL-12 (30 ng/ml) and IL-15 (100 ng/ml). Under these conditions, CD56^dim^ NK cells yielded an ~2-fold increase in expression of IFN-γ in the presence of ADO. This was comparable to the magnitude of increase observed with the IL-15-stimulated CD56^dim^ subset compared to baseline—stimulated cells without ADO—but resulted in higher overall levels of expressed IFN-γ. Compared to CD56^dim^ cells, IFN-γ expression in the presence of ADO was higher for CD56^bright^ NK cells. Cumulatively, the combination of IL-12 and IL-15 appeared to lead to moderately increased expression of IFN-γ compared to other cytokine stimulation regimens in conjunction with ADO (Figure 3A).

**Figure 3:**
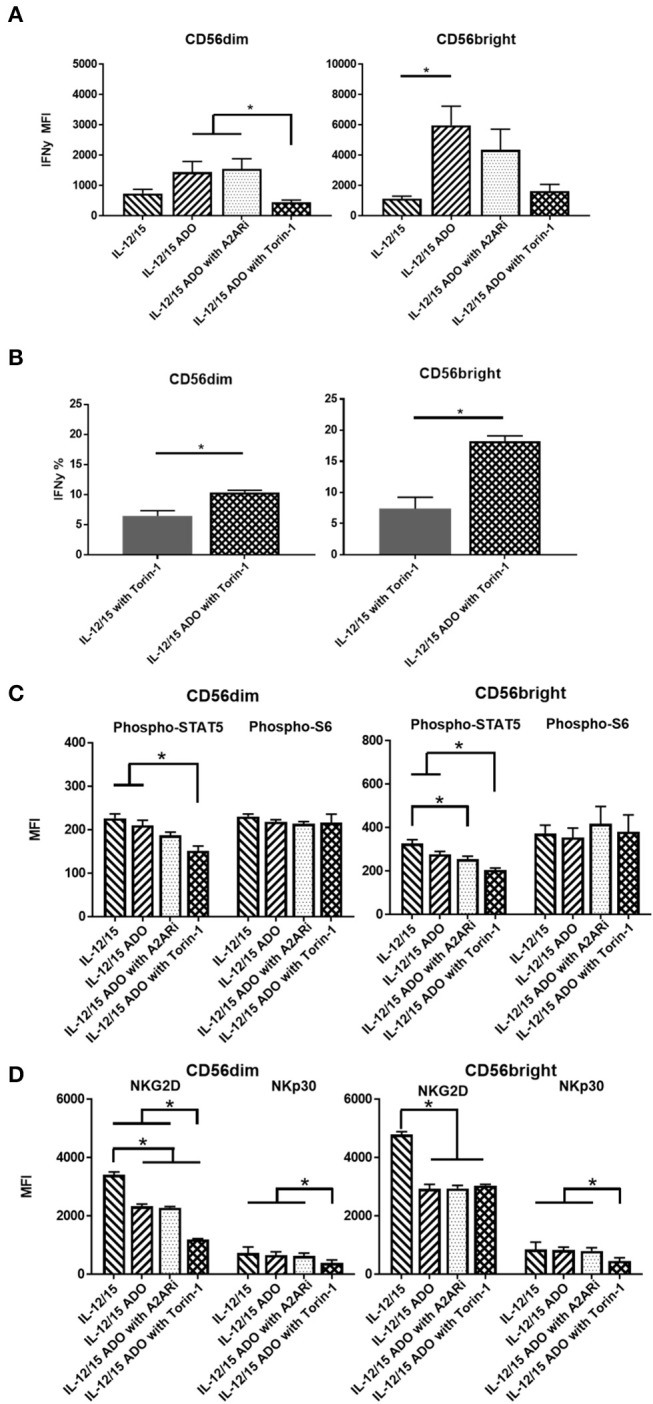
ADO signaling responses by CD56^bright^ and CD56^dim^ NK cells co-stimulated with a combination of IL-12 and IL-15. Human NK cells, sourced from healthy adult donors, were stimulated with a combination of IL-12 (30 ng/mL) and IL-15 (100 ng/mL) for 24 h in the presence or absence of ADO (1 mM). Treatment regime was as illustrated in Figure 2A. **(A)** IFN-γ expression by NK cells in response to ADO and following priming with a combination of IL-12 and L-15, mammalian target of rapamycin (mTOR) inhibitor torin-1 and adenosine A_2A_ receptor inhibitor (A2ARi) SCH58621 (1 μM) (Kruskal–Wallis test with Dunn's multiple comparison). **(B)** Percentage IFN-γ^+^ NK cells following stimulation with IL-12/IL-15 and torin-1 (24 h) in the absence or presence of ADO (Unpaired Student *T*-test). **(C)** Phosphorylation of STAT5 or s6 in response to ADO on NK cells primed with IL-12/IL-15. IL-12/IL-15-co-stimulated human NK cells were also treated, in the presence of ADO, with A_2A_Ri SCH58261 (1 μM) or torin-1 (1 μM). **(D)** Expression of NKG2D and NKp30 on NK cells stimulated as previously, with IL-12/IL-15, torin-1 and A2ARi (ANOVA with Tukey or Kruskal Wallis test with Dunn's multiple comparison). Reponses were measured by flow cytometry. *p < 0.05. Data are expressed as means ± SEM.

Since we observed increased IFN-γ expression in the presence of ADO with a combination of IL-12 and IL-15, we sought to further investigate this stimulation program. The ADO A_2A_ receptor, present on NK cells, is thought to mediate the cytotoxic response of NK cells in the presence of purine nucleosides (29). To investigate the implication of the A_2A_ receptor on the elevated expression of IFN-γ from ADO and IL-12/IL-15-stimulated NK cells, we treated the cells with small molecule ADO A_2A_ receptor inhibitor (A_2A_Ri) SCH58261 for 24 h. When added to ADO+cytokine stimulated NK cells, A_2A_Ri showed a modest, though not significant, change in expression of IFN-γ (Figure 3A). Though a slight change in A_2A_Ri-mediated reduction in IFN-γ expression was observed, the donor variability likely contributed to the observed results. Because mammalian target of rapamycin (mTOR) was recently implicated in the activation-specific regulation of IFN-γ expression (30), we were also interested in determining the extent of mTOR-mediated metabolic regulation of IFN-γ expression, and the extent to which mTOR is implicated in ADO-mediated regulation of NK cell activation. To determine this, we treated NK cells stimulated with a combination of IL-12/IL-15 with torin-1, a potent ATP-competitive inhibitor of mTOR, and observed a measurable metabolic response. In the presence of torin-1, the expression of IFN-γ from both CD56^bright^ and CD56^dim^ NK cells was significantly dampened, reversing the elevated levels induced by ADO (Figure 3A). An increase in IFN-γ expression was also observed on cytokine-stimulated NK cells treated with torin-1 to which ADO was added (Figure 3B). No changes were observed with expression of NKG2D, NKp30 (Figure S3A), Phospho-STAT5 or Phospho-s6, (Figure S3B) when ADO was added to torin-1 treated cells.

The phosphorylation of s6 remained unaltered in the presence of ADO under IL-12/IL-15 stimulation for CD56^bright^ cells (Figure 3C). This is largely comparable to what was observed with NK cells stimulated with either IL-2 or IL-15 alone. CD56^bright^ NK cells showed a reduction in pSTAT5 in response to ADO and A_2A_Ri. Both CD56^dim^ or CD56^bright^ NK subsets responded to inhibition of mTOR in the presence of ADO by inducing a decrease in pSTAT5.

ADO remained suppressive to the expression of activating receptor NKG2D on NK cells stimulated with IL-12 and IL-15, while NKp30 was not affected by ADO (Figure 3D). A reduction in expression of NKG2D was observed in the presence of ADO on both CD56^bright^ and CD56^dim^ NK cells. Inhibiting mTOR further decreased the expression of NKG2D on CD56^dim^ NK cells. On the other hand, torin-1 inhibition of mTOR also decreased NKp30 expression on both CD56^bright^ and CD56^dim^ NK cells. Similarly to its limited effect on IFN-γ and STAT5/s6 phosphorylation, A_2A_Ri did not exert a measurable change in expression of either activating receptor. Individual donor data shows moderate variability in IFN-γ expression following ADO treatment (Figure S5).

### Human CD16^+^/CD56^+^ NK cells do not express significant CD73

The amounts of CD16^+^ NK cells were consistent throughout all treatment programs and in response to either ADO (Figure 4A) or TGF-β (Figure 4B), with the CD56^dim^ subset being significantly more CD16^+^.

**Figure 4:**
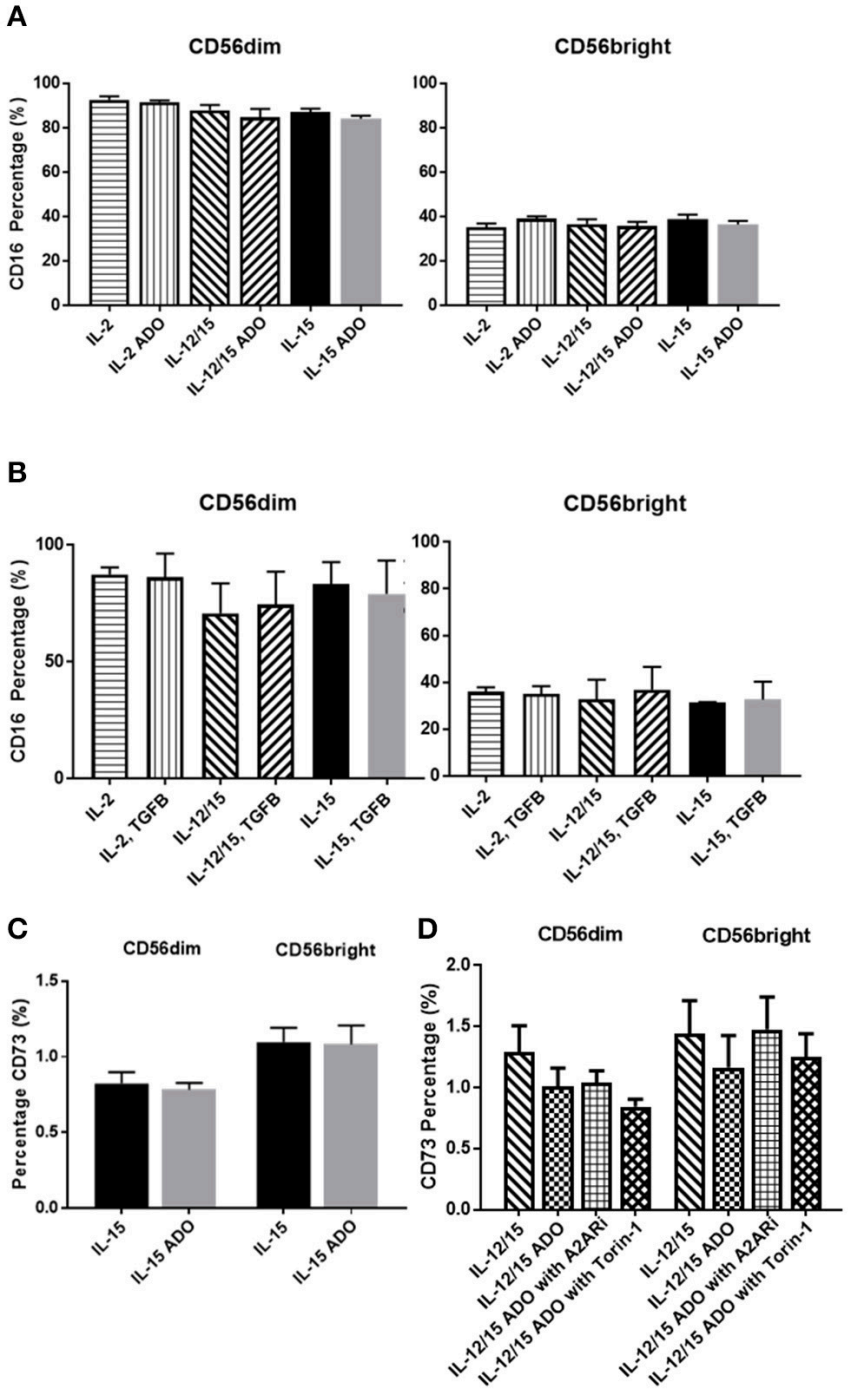
Phenotypic signatures of CD56^bright^ and CD56^dim^ NK cells in response to ADO and TGF-β signaling. Human NK cells, sourced from healthy adult donors, were stimulated with either IL-2 (200 IU/mL), IL-15 (100 ng/mL) or a combination of IL-12 (30 ng/mL) and IL-15 (100 ng/mL) for 24 h in the presence of ADO (1 mM) or TGF-β (10 ng/mL). **(A)** Percentage of CD16^+^ CD56^dim^ and CD56^bright^ NK cells primed with IL-2, IL-15 or a combination of IL-12 and IL-15 in the presence or absence of ADO. **(B)** Percentage of CD16^+^ CD56^dim^ and CD56^bright^ NK cells primed with IL-2, IL-15 or a combination of IL-12 and IL-15 in the presence or absence of TGF-β (Unpaired Student *T*-test). **(C)** CD73 expression on CD56^bright^ and CD56^dim^ NK cells primed with either IL-2 or IL-15 in the absence or presence of ADO. **(D)** CD73 expression on CD56^bright^ and CD56^dim^ NK cells primed with a combination of IL-12 and IL-15 in the absence or presence of ADO, ADO A_2A_ receptor inhibitor SCH58261 (1 μM) or mTOR inhibitor torin-1 (1 μM) (Ordinary one-way ANOVA with Tukey's multiple comparison test). Data are expressed as means ± SEM.

Though CD73, expressed on cancer cells, is primarily involved in aenosinergic metabolism by catalyzing the last step of the conversion of ATP to ADO, NK cells are known to express very low levels of CD73. It was recently suggested that NK cells have the ability to enhance CD73 expression under certain conditions *in vivo*, such as exposure to mesenchymal stem cells (31). We confirmed that expression of CD73 on human NK cells isolated from peripheral blood and stimulated with either IL-15 alone or a combination of IL-12 and IL-15 was low, observable on <2% of cells (Figure 4C). CD73 expression was comparable across both CD56^dim^ and CD56^bright^ populations. For IL-12/IL-15-co-stimulated NK cells, CD73 expression remained unaltered when NK cells were treated with ADO or A_2A_Ri. Similarly, inhibition of mTOR resulted in unaltered levels of CD73, except for CD56^dim^ cells, where a slight reduction in CD73 expression was observed, though not significant when donor variability was taken into account (Figure 4D). Because the overall level of CD73 expression is low across the entire NK cell population, this change is unlikely to result in significant functional alterations.

Like ADO, TGF-β is considered a powerful immunosuppressant. Evidence for this is abundant—TGF-β has been extensively studied and was recently described to inhibit functions of NK cells by repressing the mTOR pathway (32). Apart from downregulating NKG2D expression on NK cells (Figure S6), TGF-β was also shown to induce CD73 expression on cancer cells and endow these cells with the capacity to enhance production of ADO from AMP (33). We found that, while A549 cells express CD73 (Figure 5B), TGF-β was capable of further inducing higher expression of CD73 (Figure S7).

**Figure 5:**
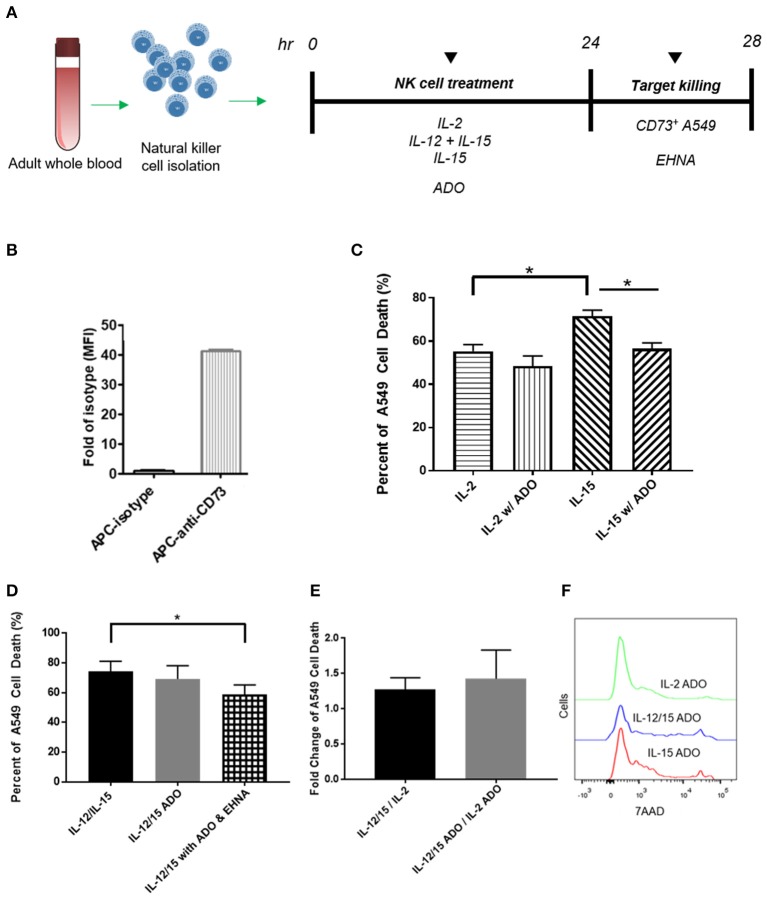
Cytotoxicity of human NK cells against CD73^+^ cancer cells in the presence of ADO. **(A)** Cytotoxicity assay treatment scheme. Freshly-isolated human NK cells were primed with either IL-2 (400 IU/mL), IL-15 (100 ng/mL) or a combination of IL-12 (30 ng/mL) and IL-15 (100 ng/mL) for 24 h in the presence of ADO (1 mM) and in the presence or absence of ADO deaminase inhibitor erythro-9-(2-hydroxy-3-nonyl)adenine (EHNA, 30 μM). 24 h later, NK cells were challenged with A549 cells and their killing ability was measured by flow cytometry. **(B)** Expression of CD73 on A549 lung carcinoma cells. **(C)** Cytolysis of A549 cells mediated by human NK cells primed with either IL-2 or IL-15 in the absence of presence of ADO. **(D)** Cytolysis of A549 cells mediated by human NK cells primed with a combination of IL-12 and IL-15 in the absence of presence of ADO and EHNA. **(E)** A549 cell death mediated by human NK cells expressed as fold-change between NK cells stimulated with IL-12/IL-15 and IL-2 in the presence or absence of ADO. **(F)** Representative flow cytometry traces of A549 cytolysis due to NK cells stimulated with each of three separate cytokine groups in the presence of ADO as measured with 7-AAD staining (Panels **B** and **C** use Unpaired Student *T*-test). *p < 0.05. Data are expressed as means ± SEM.

### Adenosine metabolism alters human NK cell cytotoxicity

Our results indicated that human NK cells, when stimulated with a combination of IL-12 and IL-15, displayed elevated expression of IFN-γ in response to ADO. To determine whether the elevated expression of IFN-γ results in either a corresponding increase in NK cell cytotoxicity or an alteration thereof, we sought to determine these cells' cytolytic function against CD73-expressing cancer cells in the presence of ADO. Freshly-isolated human NK cells were pre-activated with either IL-2 alone, IL-15 alone, or a combination of IL-12 and IL-15 in the presence of absence of ADO prior to being challenged with CD73^+^ A549 cells (Figure 5A). NK-mediated killing of A549 cells was quantified by flow cytometry. While these cancer cells express high amounts of CD73 (Figure 5B), we added ADO to pre-treat NK cells in the same way we had done when measuring expression of IFN-γ, as well as to ensure ADO was present at saturating levels during killing. This allowed us to isolate observations as being primarily due to the excess extracellular ADO present in culture. We also measured the expression of MHC class I molecules on these cancer cells, and found they express high amounts of human leukocyte antigens (HLAs) (Figure S9A).

The addition of a high concentration of exogenous ADO did not lead to a significant reduction in cytolysis against A549 cancer cells by cytokine-stimulated NK cells when primed with either IL-2 or a combination of IL-12 and IL-15 (Figures 5C,D). NK cells stimulated with IL-15 showed a slight reduction in killing ability when ADO was added. We did observe that, in the absence of ADO, IL-12/IL-15-co-stimulated NK cells yielded the greatest percentage of A549 killing compared to NK cells stimulated with either IL-2 or IL-15 alone. NK cytotoxicity was also sensitive, as expected, to donor variability. While this could be correlated to our earlier observation that IL-12/IL-15 co-stimulated NK cells show enhanced IFN-γ expression, elevated IFN-γ expression in the presence of ADO did not translate to a proportional increase in NK cell cytotoxicity *in vitro*.

These results led us to question whether a secondary pathway within the extracellular adenosinergic cascade is implicated in regulating the metabolism of ADO to ultimately affect its immunosuppressive function. In order to investigate this, we treated NK cells, primed with IL-12 and IL-15 in the presence of endogenous ADO, with erythro-9-(2-hydroxy-3-nonyl)adenine (EHNA), a potent ADO deaminase inhibitor, at a concentration of 30 and 100 μM, for 24 h. When we treated cytokine-primed NK cells with EHNA, we observed a reduction in cytolysis of A549 cells even when excess endogenous ADO was present (Figure 5D). This was true across multiple donors and at EHNA concentrations of 30 and 100 μM (Figure S8). This led us to speculate that extracellular ADO metabolism may have the ability to regulate NK cell functional responses, and controlling this metabolic cascade may contain potentially important implications for anti-cancer therapy. IL-12/IL-15 priming yielded increased cytolysis against target cells compared to priming with IL-2 alone (Figures 5E,F). One caveat to these analyses is that the high number of NK cells required for cytolysis, alongside the activation-specific and expansion-independent nature of the experiments, precluded independent analysis of CD56^bright^ and CD56^dim^ subsets, and these results reflect responses of the overall NK population. NK cells were also challenged to lyse K562 cells, which are known to express high amounts of NKG2D ligand, NK cells activated with IL-12/IL-15 demonstrated extremely high cytolysis (Figure S9B) in the presence or absence of ADO.

### ADO impairs NK cells' oxidative phosphorylation and glycolytic capacity

Though ADO was shown to have a profound effect on NK cells across multiple cytokine stimulation regimens, co-stimulation with IL-12 and IL-15 yielded the most noticeable responses. In line with this, we wanted to focus on understanding the effect of ADO on the metabolic requirements of IL-12/IL-15 co-stimulated NK cells. While the metabolic requirements of IL-12/IL-15 co-stimulated NK cells were previously described (34), we sought to establish the metabolic response in the presence of saturating concentrations of ADO. To do that, we measured the rate of mitochondrial oxygen consumption (OCR), which represents oxidative phosphorylation levels (Figure 6), and the ECAR, as a measure of glycolysis (Figure S10). ADO induced inhibition of oxidative phosphorylation capacity of NK cells. Although IL-12/IL-15 co-stimulation enhanced NK cells' oxidative phosphorylation activities, we observed differences in rates of basal, maximal, or ATP-linked respiration, spare respiratory capacity or non-mitochondrial respiration and proton leak (Figures 6C–H) when ADO was present. Elevated ECAR levels were maintained by IL-12/IL-15 co-stimulation, while ADO induced a profound inhibition in glycolysis and glycolytic capacity of IL-12/IL-15-stimulated NK cells (Figure S10). The potential contribution of key enzymes to ADO-dependent inhibition of glycolysis and oxidative phosphorylation were inferred by altered transcriptional signatures due to ADO signaling. Downregulation of *LDHA* and *GAPDH* genes was observed in ADO-treated samples (Figure 7B). 

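The levels of LDHA and GAPDH were taken from the read counts per gene that the authors deposited for 3 libraries with ADO and 3 without ADO. The paper describes the NK cells as co-stimulated with IL-12/IL-15, while the labels call the libraries without ADO untreated. Counts were normalized for library size and are given in CPM, the counts a gene would have in a library of a common total. LDHA (ENSG00000134333) lies on chromosome 11 of GRCh38 from 18394560 to 18408425 on the plus strand. It had 66.8 ± 6.07 CPM (SD, n = 3) without ADO and 37.9 ± 2.81 CPM (SD, n = 3) with ADO, from 345 counts over the 6 libraries. The log2 fold change of LDHA was -0.82 (standard error 0.21, adjusted p = 0.0123 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between -0.88 and -0.76. The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment passed 0.05 when ADO(-) replicate 1 (0.0809), ADO(-) replicate 3 (0.124), ADO(+) replicate 1 (0.0529) or ADO(+) replicate 2 (0.0542) was left out. It was 0.081 in the edgeR exact test without a filter on low counts, which was chosen after seeing the data. GAPDH (ENSG00000111640) lies on chromosome 12 from 6534512 to 6538374 on the plus strand. It had 200.4 ± 8.67 CPM (SD, n = 3) without ADO and 144 ± 8.92 CPM (SD, n = 3) with ADO, and a log2 fold change of -0.47 (standard error 0.12, adjusted p = 0.0112 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out ADO(-) replicate 1 gave GAPDH an adjusted p of 0.104, leaving out ADO(-) replicate 3 gave 0.107, and testing without a filter on low counts gave 0.0533, each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest adjusted p over the 15 alternatives of GAPDH was 0.215, in the edgeR exact test without a filter. For both genes, every library with ADO lay below every library without it (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The exons of GAPDH share 422 bp with those of ENSG00000269968, a non-coding RNA gene on the opposite strand. That gene held 58447 counts over the 6 libraries, against 1137 on GAPDH. Its log2 fold change was -0.57 (standard error 0.045, adjusted p = 8.09e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Many reads of strongly transcribed genes may have been counted on the opposite strand. The counts on ENSG00000269968 may then be largely GAPDH mRNA, and the CPM of GAPDH and LDHA may not be their mRNA levels. Read alignments were not analysed to settle this.

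**Figure D1:**
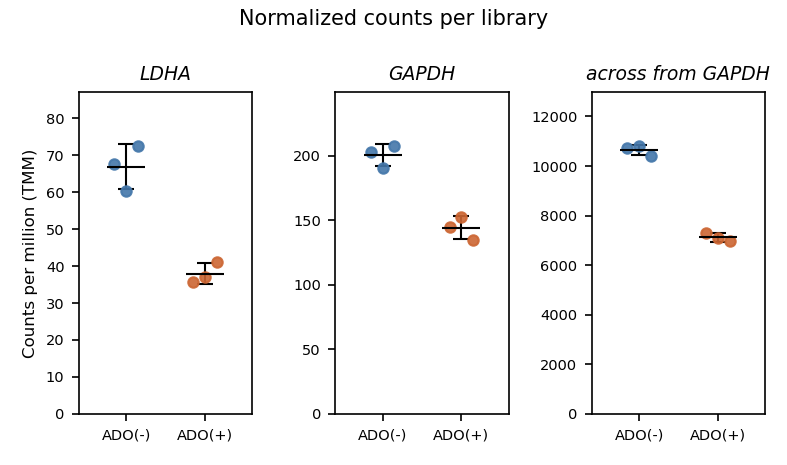
Normalized counts (CPM, y axis) of LDHA, of GAPDH and of ENSG00000269968, the gene across from GAPDH, in the libraries without ADO, ADO(-), and with ADO, ADO(+). Dots are libraries, and lines and bars are the mean ± SD of 3 libraries. In each panel the 3 libraries with ADO lie below the 3 without it.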

*GAPDH* encodes glyceraldehyde 3-phosphate dehydrogenase, which is involved in the sixth step of glycolysis and ultimately the cellular production of two molecules of ATP. Lactate dehydrogenase A (the M subunit of lactate dehydrogenase), encoded by *LDHA*, converts pyruvate into lactate yielding the protons measured as ECAR.

**Figure 6:**
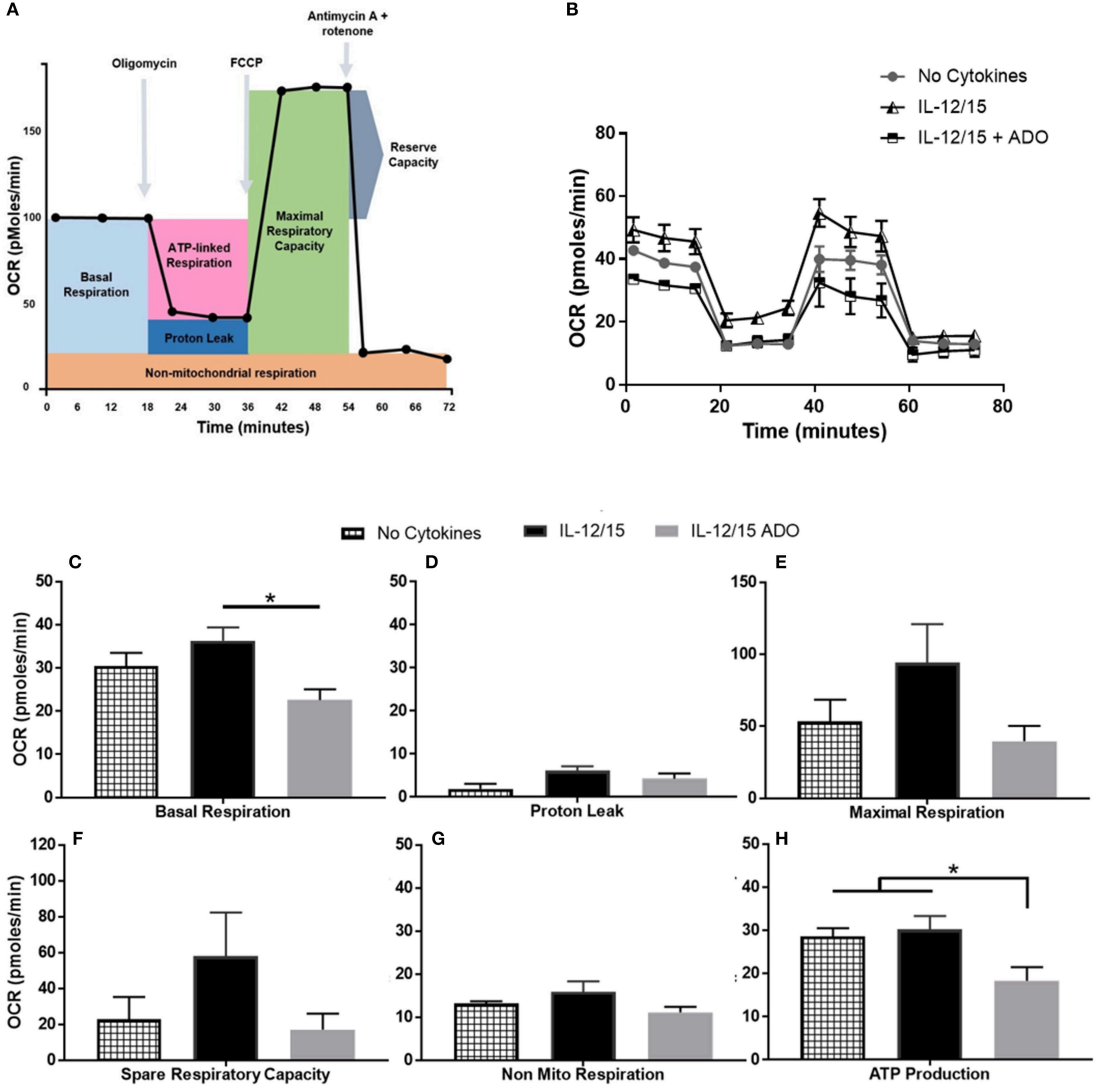
Effects of energy substrates on mitochondrial respiration of IL-12/IL-15 co-stimulated NK cells in the presence of ADO. **(A)** Schematic of mitochondrial stress test, **(B)** Oxygen consumption rate (OCR) and **(C–H)** individual plots for basal respiration, proton leak, maximal respiratory capacity, reserve respiratory capacity, non-mitochondrial respiration and ATP-linked respiration. Freshly-isolated human NK cells were incubated for 24 h in the presence or absence of IL-12/IL-15 or ADO. Oxygen consumption rate was measured in XF base medium supplemented with glutamine, glucose and sodium pyruvate followed by the sequential addition of oligomycin (0.5 μM), FCCP (1 μM), and rotenone + antimycin A (1 μM), as indicated. Each data point represents an OCR measurement (Kruskal-Wallis test with Dunn's multiple comparison test). Data are expressed as means ± SEM, *n* = 3 independent experiments. *p < 0.05.

**Figure 7:**
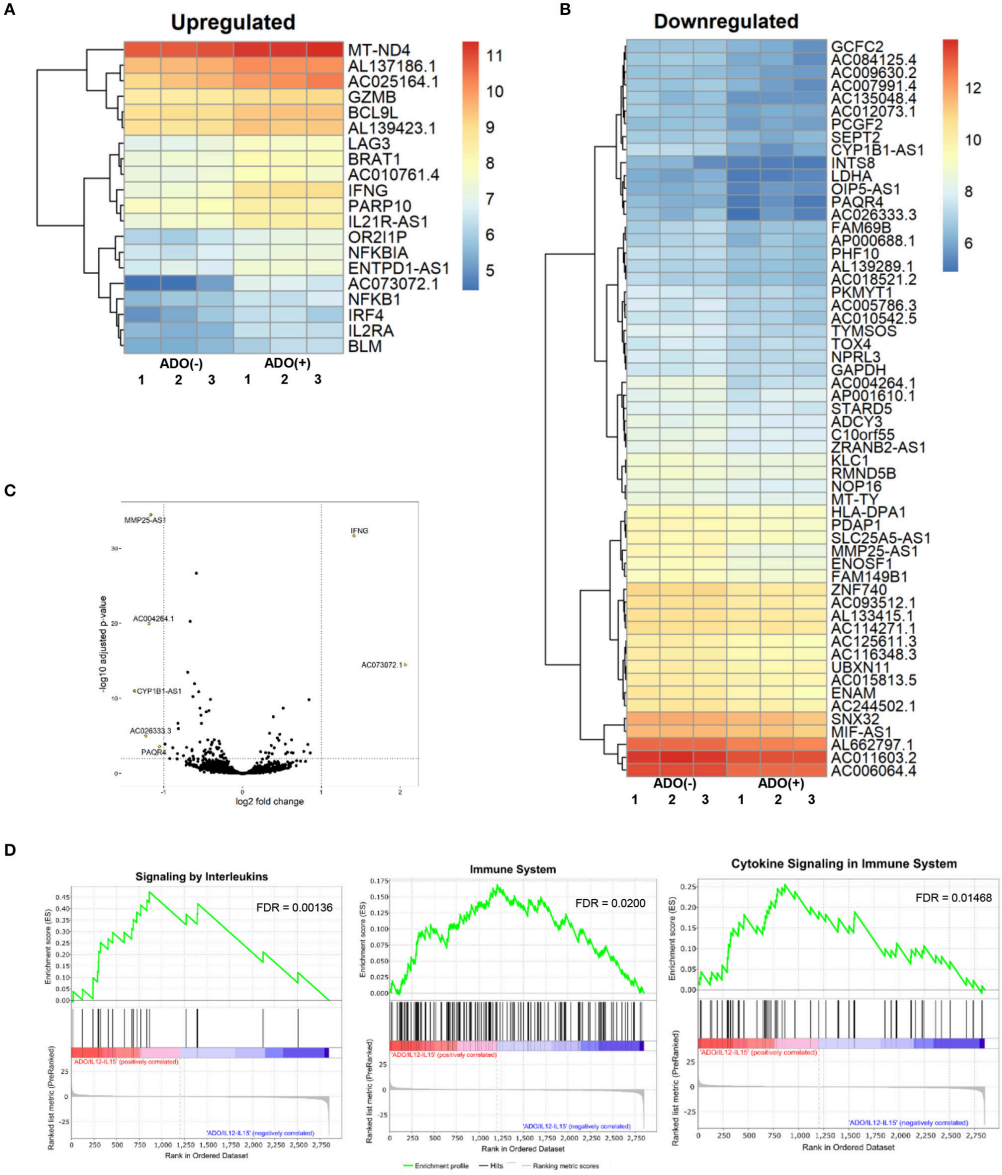
RNAseq analysis of human NK cell responses to ADO treatment and co-stimulation with IL-12 and IL-15. **(A)** Heatmap of differentially-expressed upregulated genes in response to ADO treatment of IL-12/IL-15-activated human NK cells. Differentially-expressed genes were identified through DEseq2 and edgeR database analysis. **(B)** Differentially-downregulated genes in response to ADO treatment of IL-12/IL-15-activated human NK cells based on DEseq2 and edgeR database analysis. **(C)** Volcano plot of gene expression changes in IL-12/IL-15 co-stimulated NK cells in response to ADO. **(D)** GSEA analysis of three most heavily enriched gene sets based on positive transcriptional associations for IL-12/IL-15 co-stimulated NK cells in the presence of ADO.

### ADO alters transcriptional signatures of human NK cells

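Freshly isolated NK cells were cultured for 24 h with IL-12 (30 ng/ml) and IL-15 (100 ng/ml), with or without 1 mM ADO, and their RNA was sequenced in 3 libraries per group. The labels of the libraries name only the ADO treatment. They name no donor, so whether the libraries of a group come from different donors could not be checked. Libraries without ADO are titled untreated, with no agent given, and no label names IL-12 or IL-15. The cytokines are taken from the paper's text, so the labels leave open whether both groups received them. If the libraries without ADO did not, the fold changes would not be those of ADO alone. The authors prepared the libraries with a kit for mRNA, trimmed the paired-end reads by quality, aligned them to GRCh38 with STAR and counted them per Ensembl gene with HTSeq. The counting used exons and the setting for reads on the reverse strand. The deposited values are raw counts of read pairs on 58302 genes, without normalization. The libraries without ADO held 1225016, 973428 and 1122264 read pairs counted on genes, with a median of 1122264. Those with ADO held 1149529, 1175824 and 928446, with a median of 1149529. Each library held between 19772312 and 25642886 read pairs in all. Of the uniquely aligned pairs, between 5.79% and 6.10% were counted on a gene, and between 93.8% and 94.2% lay on no gene of the counted strand. Pairs aligned to several places, between 1376748 and 1860875 per library, were not counted on any gene. No gene took more than 3.14% of the counts of a library. Counts of replicates differed by more than the sampling noise, with a chi-square per degree of freedom between 1.59 and 2.61 over the pairs of replicates. From these counts, the 9265 genes kept by edgeR's filterByExpr function were normalized by the TMM method and tested between the groups, without a term for the replicate number. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05, and log2 fold changes are those with ADO over without ADO. Many of the counted genes overlap a gene on the opposite strand. Of the 20 genes listed with the most counts, 17 do, and in 17 of 17 the gene across held fewer counts. MT-ND6, the only protein gene of the mitochondrial light strand, held 68.1% of the counts on the 13 mitochondrial protein genes. A candidate explanation is that many reads were counted on the strand opposite to their transcripts. Levels and fold changes are therefore those of the counts on a gene, which may not be its mRNA.

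**Figure D2:**
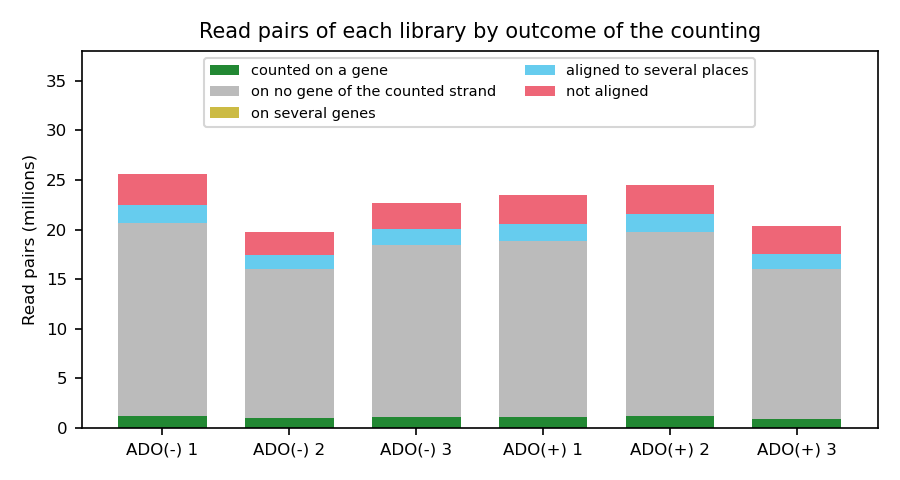
Read pairs of each library (number, y axis) by the outcome of the counting, for the libraries without ADO, ADO(-), and with ADO, ADO(+). The pairs counted on a gene, at most 1225016 in a library, form the lowest part of each bar, and the pairs on no gene of the counted strand form the largest part.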

We performed transcriptional gene expression analysis to gain insight into the impact of ADO stimulation of NK cell biology at the transcriptional level, for cells primed with a combination of IL-12 and IL-15. 77 differentially-expressed genes were identified (Table S1) between DESeq2 and edgeR analyses for the ADO treatment groups. Among them, 20 (25.9%) were up-regulated (Figure 7A), of which 15 could be annotated (Table 1). 

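Of the 9265 genes tested, 193 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without adjustment, 1064 genes had a p under 0.05. The groups did not overlap in 16.1% of all genes tested, where chance gives 10%. Of the alternatives, calls shared by DESeq2 and the edgeR exact test without a filter on low counts, which were chosen after seeing the data, moved the count most, to 38 genes. The count also depended on single libraries. It was 123 without ADO(-) replicate 1, 110 without ADO(-) replicate 2 and 113 without ADO(-) replicate 3, against 147 to 176 when a library with ADO was left out. Of the 193 genes, 78 kept an adjusted p under 0.05 in each of the 6 fits that left out one library. All 77 genes of Table S1 were among the 193, with the direction the table gives, and the count was again 77 adjusted over the list alone. That list was chosen on these same libraries, so the second count is not independent evidence.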

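Here 63 of the 193 differentially expressed genes (32.6%) were higher with ADO. The number was 26 without a filter on low counts, and 32 without ADO(-) replicate 1, 39 without ADO(-) replicate 2 and 38 without ADO(-) replicate 3. The largest increase among genes whose groups did not overlap was that of ENSG00000271976, a non-coding RNA gene on chromosome 3 from 53858994 to 53861576 on the minus strand, with a log2 fold change of 2.29 (standard error 0.40, adjusted p = 1.05e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) from 120 counts over the 6 libraries. IL6-AS1 (ENSG00000179428), which Table S1 lists as AC073072.1, lies across from IL6 on chromosome 7 from 22725395 to 22727620 on the minus strand. It had 26.7 ± 7.88 CPM (SD, n = 3) without ADO and 112 ± 16.8 CPM (SD, n = 3) with ADO, and its log2 fold change was 2.07 (standard error 0.20, adjusted p = 2.76e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IL6 itself held 36 counts over the 6 libraries and was not tested. IL21R (ENSG00000103522) rose by 1.56 on the log2 scale (standard error 0.45, adjusted p = 0.0346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 89 counts. Its adjusted p from the same test was 0.162 without a filter on low counts, 0.152 without ADO(-) replicate 1, 0.132 without ADO(-) replicate 2, 0.11 without ADO(-) replicate 3 and 0.535 without ADO(+) replicate 3, the largest of its 13 alternatives. MAN1B1 (ENSG00000177239) rose by 1.21 (standard error 0.26, adjusted p = 0.000847 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without ADO(+) replicate 1 its adjusted p was 0.1.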

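Among the upregulated genes, IL2RA, IL21R-AS1 and GZMB belong to cytokine and immune signaling or lie across from such a gene. IL2RA (ENSG00000134460), which encodes a chain of the IL-2 receptor, lies on chromosome 10 from 6010689 to 6062370 on the minus strand. It had 45.8 ± 1.38 CPM (SD, n = 3) without ADO and 83.3 ± 4.61 CPM (SD, n = 3) with ADO, a log2 fold change of 0.87 (standard error 0.19, adjusted p = 0.00119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The non-coding RNA gene across from it, ENSG00000229664, held 6184 counts against 426 on IL2RA and rose by 0.53 on the log2 scale. IL21R-AS1 (ENSG00000259954) lies across from IL21R on chromosome 16 from 27447669 to 27453393 on the minus strand and held 1729 counts. Its level was 189 ± 22.9 CPM (SD, n = 3) without ADO and 339 ± 3.41 CPM (SD, n = 3) with ADO, a log2 fold change of 0.85 (standard error 0.10, adjusted p = 3.15e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GZMB (ENSG00000100453), which encodes granzyme B, lies on chromosome 14 from 24630954 to 24634267 on the minus strand. GZMB rose from 369 ± 11.2 CPM (SD, n = 3) to 509 ± 24.3 CPM (SD, n = 3), with a log2 fold change of 0.47 (standard error 0.089, adjusted p = 6.10e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of GZMB ran from 1.01e-05 to 0.114 over its 15 alternatives, and was above 0.05 in the edgeR exact test without a filter, chosen after seeing the data. For IL2RA, IL21R-AS1 and GZMB, the 3 libraries with ADO lay above the 3 without it.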

ADO stimulation was positively associated with expression of genes involved in cytokine and immune signaling. 

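IFNG (ENSG00000111537), the gene of IFN-γ, lies on chromosome 12 from 68154768 to 68159740 on the minus strand. The annotation places no exon of another gene across from it. This does not show that the counts are IFNG mRNA, because many reads may have been counted on the strand opposite to their transcripts. The libraries without ADO held 193, 169 and 229 counts on IFNG, and those with ADO 511, 604 and 467. These are 180.4 ± 23.8 CPM (SD, n = 3) without ADO and 482 ± 32.0 CPM (SD, n = 3) with ADO, a difference larger than the spread between replicates. The log2 fold change was 1.43 (standard error 0.10, adjusted p = 6.60e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between 1.33 and 1.52 when each library was left out in turn, and the largest adjusted p over its 15 alternatives was 1.97e-16 from the same test without ADO(+) replicate 2.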

Notably, significant up-regulation of the *IFNG* gene was observed, which correlated with enhanced IFN-γ expression measured by flow cytometry. This was accompanied by differential expression of the interferon regulatory factor 4 (*IRF4*) gene. 

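IRF4 (ENSG00000137265) lies on chromosome 6 from 391739 to 411443 on the plus strand. It had 43.2 ± 13.2 CPM (SD, n = 3) without ADO and 74.8 ± 12.7 CPM (SD, n = 3) with ADO, from 390 counts over the 6 libraries. The log2 fold change of IRF4 was 0.81 (standard error 0.20, adjusted p = 0.00861 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every library with ADO was above every library without it, but the call rested on single libraries. The adjusted p of IRF4 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.262 without ADO(-) replicate 1, 0.0667 without ADO(-) replicate 2, 0.0637 without ADO(+) replicate 1 and 0.0937 without ADO(+) replicate 2. Over the 6 fits that left out one library, its log2 fold change ranged from 0.61 to 1.07. The edgeR exact test without a filter, chosen after seeing the data, gave an adjusted p of 0.115.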

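NFKBIA (ENSG00000100906), which encodes an inhibitor of NFκB, lies on chromosome 14 from 35401079 to 35404749 on the minus strand. Its level was 95.8 ± 11.3 CPM (SD, n = 3) without ADO and 151 ± 8.79 CPM (SD, n = 3) with ADO. NFKBIA had a log2 fold change of 0.65 (standard error 0.14, adjusted p = 0.000827 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over 15 alternatives its adjusted p ran from 0.00028 to 0.0618, above 0.05 in the edgeR exact test without a filter, chosen after seeing the data. NFKB1 (ENSG00000109320), which encodes a subunit of NFκB, lies on chromosome 4 from 102501330 to 102617302 on the plus strand. NFKB1 had 55.6 ± 7.23 CPM (SD, n = 3) without ADO and 89.6 ± 10.6 CPM (SD, n = 3) with ADO, and its log2 fold change was 0.70 (standard error 0.18, adjusted p = 0.0126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without a filter on low counts the adjusted p of NFKB1 from the same test was 0.0799. It was 0.207 without ADO(-) replicate 1, 0.0509 without ADO(-) replicate 3, 0.0896 without ADO(+) replicate 3 and 0.213 in the edgeR exact test without a filter. NFKBIA held 811 counts and NFKB1 473 counts over the 6 libraries. Neither has an exon of another gene across from it, which does not show that the counts are their mRNA.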

ADO also induced up-regulation of both *NFKBIA* and *NFKB1* genes, both of which are implicated in the control of the NFκB protein. The upregulation of WNT signaling gene B-cell CLL/lymphoma 9-like (BLC9L), which has been associated with pathology and progression of a number of cancers (35), was also induced in ADO-treated samples. 

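BCL9L (ENSG00000186174), the gene of B-cell CLL/lymphoma 9-like, lies on chromosome 11 from 118893875 to 118925926 on the minus strand. Its level rose from 487 ± 30.5 CPM (SD, n = 3) to 663 ± 18.9 CPM (SD, n = 3), with a log2 fold change of 0.46 (standard error 0.083, adjusted p = 3.11e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each library in turn kept the value between 0.41 and 0.49. Exons of BCL9L overlap those of CXCR5 on the opposite strand by 3913 bp. CXCR5 held 2476 counts against 3777 on BCL9L, and its log2 fold change was 0.10 (adjusted p = 0.762 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of BCL9L was above 0.05 in the edgeR exact test without a filter, chosen after seeing the data, and ran from 4.69e-06 to 0.12 over its 15 alternatives.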

Metabolically, ADO also caused the upregulation of *MT-ND4*, which encodes NADH dehydrogenase 4, a protein that is required for oxidative phosphorylation. In addition, positive correlation was observed with the enhanced differential expression of PARP10, a gene that encodes poly [ADP-ribose] polymerase 10, a mono-ADP-ribosyltransferase that has recently emerged as an oncogene which suppresses tumor metastasis through association with Aurora 1 (36). 

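MT-ND4 (ENSG00000198886) lies on the mitochondrial chromosome from 10760 to 12137 on the plus strand. The 6 libraries held 14204 counts on it, which is 1871 ± 57.8 CPM (SD, n = 3) without ADO and 2463 ± 147 CPM (SD, n = 3) with ADO. The log2 fold change of MT-ND4 was 0.40 (standard error 0.061, adjusted p = 1.63e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the 3 libraries with ADO lay above the 3 without it. The other 12 mitochondrial protein genes were higher with ADO too, with log2 fold changes between 0.22 and 0.62 and a median of 0.33. Of all 13, 10 passed the threshold. MT-ND4 is a heavy-strand gene, and mitochondrial tRNA counts lay almost all on the light strand (32808 against 23). The counts on MT-ND4 may therefore not be its mRNA. Over its 15 alternatives the adjusted p of MT-ND4 ran from 1.45e-09 to 0.15, with the largest in the edgeR exact test without a filter, chosen after seeing the data.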

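PARP10 (ENSG00000178685) lies on chromosome 8 from 143977153 to 144012772 on the minus strand, and its exons overlap those of GRINA on the opposite strand by 324 bp. GRINA held 209 counts over the 6 libraries and PARP10 held 1828. The level of PARP10 was 225 ± 18.7 CPM (SD, n = 3) without ADO and 329 ± 17.3 CPM (SD, n = 3) with ADO. Its log2 fold change was 0.55 (standard error 0.10, adjusted p = 3.56e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 0.50 and 0.61 with each library left out in turn. The adjusted p of PARP10 stayed under 0.05 in all 15 alternatives, between 5.63e-06 and 0.0422.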

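LAG3 (ENSG00000089692) lies on chromosome 12 from 6772512 to 6778455 on the plus strand. It has no exon of another gene across from it, which does not show that the counts are its mRNA. It had 141 ± 17.3 CPM (SD, n = 3) without ADO and 209.9 ± 9.09 CPM (SD, n = 3) with ADO, from 1152 counts over the 6 libraries. LAG3 had a log2 fold change of 0.58 (standard error 0.12, adjusted p = 0.000409 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ranged from 0.50 to 0.68 over the fits that left out one library. Its adjusted p ran from 9.22e-05 to 0.081 over 15 alternatives, and only the edgeR exact test without a filter, chosen after seeing the data, put it above 0.05.

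**Figure D3:**
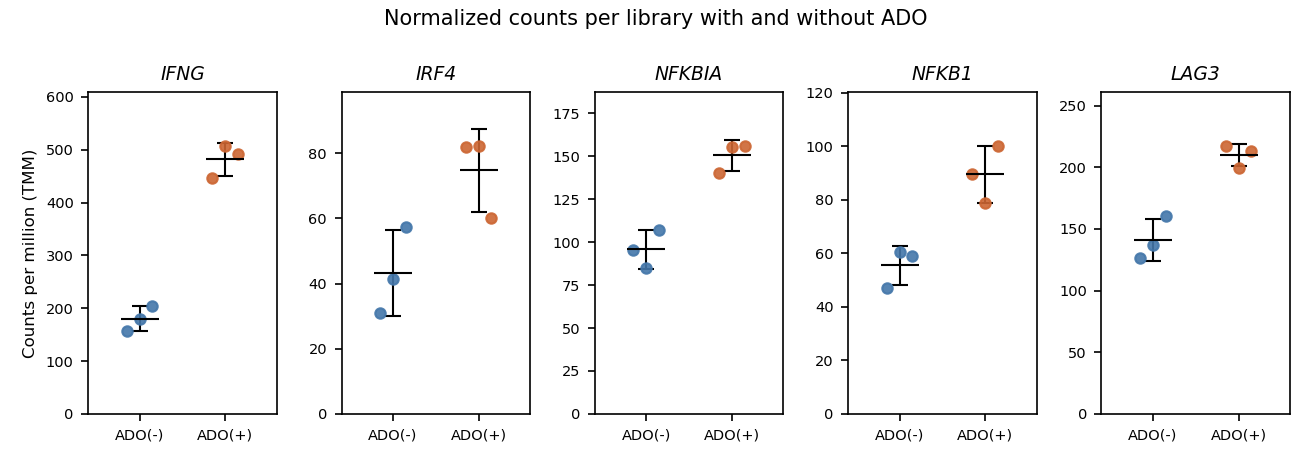
Normalized counts (CPM, y axis) of IFNG, IRF4, NFKBIA, NFKB1 and LAG3 in the libraries without ADO, ADO(-), and with ADO, ADO(+). Dots are libraries, and lines and bars are the mean ± SD of 3 libraries. In each panel the 3 libraries with ADO lie above the 3 without it, and IRF4 has the widest spread between replicates for its mean.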

Of interest is the upregulation of *LAG3* gene, which encodes lymphocyte activation gene-3, a protein that has emerged as an immune regulator and an checkpoint receptor on immune cells. Its role in the function of NK cells is not fully clear yet, or is its interaction with ADO (37).

**Table 1:** Differentially-expressed genes on NK cells in response to ADO.

**UP gene**	**Log2FC**	***P*-value**	**DOWN gene**	**Log2FC**	***P*-value**
*IFNG*	1.41	2.13E-32	*CYP1B1-AS1*	−1.36881	1.09E-12
*IL2RA*	0.86	0.001819	*MMP25-AS1*	−1.16648	3.57E-21
*IL21R-AS1*	0.84	1.44E-10	*PAQR4*	−1.05382	0.000254
*OR2I1P*	0.83	0.000142	*INTS8*	−0.9242	0.008671
*IRF4*	0.80	0.02539	*LDHA*	−0.83027	0.031923
*BLM*	0.74	0.022601	*TYMSOS*	−0.82023	1.64E-06
*NFKB1*	0.69	0.019629	*PCGF2*	−0.74988	0.014609
*NFKBIA*	0.64	0.00182	*OIP5-AS1*	−0.71726	0.068605
*BRAT1*	0.62	3.3E-05	*PHF10*	−0.71006	0.001572
*ENTPD1-AS1*	0.62	0.00165	*ENAM*	−0.69667	4.39E-08
*LAG3*	0.57	0.001477	*GCFC2*	−0.68503	0.02925
*PARP10*	0.54	0.000119	*ZNF740*	−0.66312	8.74E-08
*GZMB*	0.46	3.73E-05	*PKMYT1*	−0.64201	0.002395
*MT-ND4*	0.39	2.75E-08	*ENOSF1*	−0.63064	1.3E-05
*BCL9L*	0.44	1.83E-05	*SEPT2*	−0.62267	0.040442

*Top 15 annotated upregulated and downregulated genes on IL-12 and IL-15 co-stimulated human NK cells in response to ADO as determined via DESeq2 and presented as log2(Fold Change). P-value represents the adjusted P-value*.

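The 30 genes of Table 1 were matched to the deposited counts. All 15 upregulated genes were higher with ADO and all 15 downregulated genes lower, each with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Log2 fold changes ran from 0.40 to 1.43 in the first list and from -1.36 to -0.61 in the second. Among the upregulated genes, OR2I1P (ENSG00000237988) had 75.1 ± 14.7 CPM (SD, n = 3) without ADO and 135 ± 9.42 CPM (SD, n = 3) with ADO, and a log2 fold change of 0.84 (standard error 0.15, adjusted p = 3.67e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BRAT1 (ENSG00000106009) rose by 0.64 and ENTPD1-AS1 (ENSG00000226688) by 0.64 on the log2 scale. The call of ENTPD1-AS1 was lost in the edgeR exact test without a filter, chosen after seeing the data (adjusted p = 0.0618). BLM (ENSG00000197299) rose by 0.75, but its adjusted p from the quasi-likelihood test was 0.101 without a filter on low counts, 0.143 without ADO(-) replicate 1, 0.118 without ADO(-) replicate 2, 0.136 without ADO(+) replicate 2 and 0.0583 without ADO(+) replicate 3. In the edgeR exact test without a filter it was 0.238. Of the downregulated genes, MMP25-AS1 (ENSG00000261971) went from 806 ± 48.2 CPM (SD, n = 3) to 360.4 ± 27.3 CPM (SD, n = 3), a log2 fold change of -1.15 (standard error 0.084, adjusted p = 1.00e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MMP25 lies across from it and held 6417 counts against 3850, with a log2 fold change of 0.09. CYP1B1-AS1 (ENSG00000232973) changed by -1.36 (standard error 0.16, adjusted p = 3.38e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MMP25-AS1, CYP1B1-AS1, ENAM, ZNF740, ENOSF1, TYMSOS, PAQR4 and PHF10 kept an adjusted p under 0.05 in all 15 alternatives. Besides LDHA, those that lost it when a single library was left out were INTS8 (up to 0.13), PCGF2 (0.0592), OIP5-AS1 (0.215, and 0.0643 without a filter), GCFC2 (0.145) and SEPTIN2, listed as SEPT2 (0.169), where the numbers are the largest adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over those fits. INTS8 lost it without ADO(-) replicate 1 or 2, PCGF2 without ADO(-) replicate 3, OIP5-AS1 without any ADO(-) replicate or ADO(+) replicate 1, GCFC2 without ADO(-) replicate 2 or 3 or ADO(+) replicate 3, and SEPTIN2 without ADO(-) replicate 1 or 3 or ADO(+) replicate 2.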

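Of the 193 differentially expressed genes, 130 (67.4%) were lower with ADO. The number was 81 without a filter on low counts, and 71 without ADO(-) replicate 2 and 75 without ADO(-) replicate 3. The largest decreases among genes whose groups did not overlap were on genes with few counts. ALDH1A2-AS1 (ENSG00000259285) had 15, 13 and 20 counts without ADO and 0 counts in each library with ADO, which makes it at least 5.29-fold lower when 3 counts are taken as the limit that a count of 0 allows. CLEC1B (ENSG00000165682) had 21, 26 and 10 counts without ADO and 3, 2 and 2 with ADO, and ENSG00000260918 had 11, 11 and 13 without and 1, 3 and 2 with ADO. The call of CLEC1B was lost without ADO(-) replicate 2 (adjusted p = 0.11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of ENSG00000260918 was lost in 9 of its 13 alternatives, among them each of the 6 fits that left out one library (up to 0.282). SNHG28 (ENSG00000188004), on chromosome 1 from 159834480 to 159855071 on the minus strand across from SLAMF8, had 71.5 ± 5.62 CPM (SD, n = 3) without ADO and 12.8 ± 4.23 CPM (SD, n = 3) with ADO. Its log2 fold change was -2.47 (standard error 0.27, adjusted p = 4.84e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CLLU1 (ENSG00000257127) changed by -2.36 (standard error 0.40, adjusted p = 5.17e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) from 119 counts.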

We also observed 57 (74.02%) downregulated genes (Figure 7B; Table S1). Among them is *ADCY3*, which has recently been linked to the increased cytokine production that accompanies trained immunity (38). Also downregulated were glycolytic gene *GAPDH* and *LDHA*, hinting at altered metabolism of cells in the presence of ADO, as well as cell cycle control genes including *PKMYT1* and *KLC1*. Collectively, ADO treatment suggested impairment in functions that support NK cellular metabolism and division, which would ultimately lead to inhibition of effector functions. 

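ADCY3 (ENSG00000138031) lies on chromosome 2 from 24819169 to 24920237 on the minus strand. Its level was 321 ± 27.2 CPM (SD, n = 3) without ADO and 229 ± 19.3 CPM (SD, n = 3) with ADO, and the groups did not overlap. The log2 fold change of ADCY3 was -0.48 (standard error 0.10, adjusted p = 0.000612 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between -0.55 and -0.44 with each library left out in turn. CENPO overlaps its exons by 1488 bp on the opposite strand and held 2981 counts against 1818 on ADCY3. CENPO changed by -0.19 on the log2 scale (adjusted p = 0.362 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSG00000271936, also across from ADCY3 with an overlap of 85 bp and 547 counts, changed by -0.66 (adjusted p = 0.0109 from the same edgeR test) and is in Table S1. Of the 15 alternatives of ADCY3, with adjusted p from 0.000254 to 0.0597, only the edgeR exact test without a filter, chosen after seeing the data, put it above 0.05.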

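PKMYT1 (ENSG00000127564), which encodes a kinase that holds back entry into mitosis, lies on chromosome 16 from 2968024 to 2980479 on the minus strand. It had 201 ± 26.3 CPM (SD, n = 3) without ADO and 129 ± 14.8 CPM (SD, n = 3) with ADO, a log2 fold change of -0.63 (standard error 0.12, adjusted p = 0.00017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PAQR4 shares 1228 bp of exons with it on the opposite strand and changed by -1.04 (standard error 0.20, adjusted p = 0.00015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 387 counts against 1088. KLC1 (ENSG00000126214), which encodes a light chain of kinesin, lies on chromosome 14 from 103561896 to 103714249 on the plus strand. Its level went from 471 ± 40.2 CPM (SD, n = 3) to 356 ± 15.7 CPM (SD, n = 3), with a log2 fold change of -0.39 (standard error 0.091, adjusted p = 0.00277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of KLC1 was 0.118 without ADO(-) replicate 2 and 0.166 in the edgeR exact test without a filter, chosen after seeing the data, the largest of its 15 alternatives. XRCC3, across from KLC1 over 5756 bp of exons, held 2202 counts against 2710 and had a log2 fold change of 0.28 (adjusted p = 0.128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 21 tested genes of a glycolysis set, 12 were lower with ADO and 9 higher, and 3 passed the threshold, all lower, LDHA, GAPDH and ENO3. ENO3 was picked out after its value was seen. It lies across from PFN1, held 69704 counts against 1881 on PFN1, and its log2 fold change was -0.19. Its counts may be RNA of PFN1 counted on the opposite strand, so ENO3 cannot be taken as a change in glycolysis. The glycolysis set includes ENO3 and shares this limit.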

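Sets of genes for metabolism and division were written by hand, since the paper's sets were not used here, and tested with camera, limma's competitive test, at a preset correlation of 0.01 between genes and with adjustment over 9 sets. The glycolysis set had a median log2 fold change of -0.10 and an adjusted p of 0.131 in camera, 0.0316 without ADO(-) replicate 1, and 0.0461 in fgsea over all genes with a DESeq2 p, chosen after seeing the data. Over its 13 alternatives the adjusted p of this set ran from 0.0316 to 0.425. The 43 tested genes of nuclear-encoded oxidative phosphorylation, 25 of them lower and 18 higher with ADO, gave an adjusted p of 0.575 in camera. The 13 mitochondrially encoded genes of oxidative phosphorylation were higher with ADO, 13 of 13, with an adjusted p of 2.94e-17 in camera. Of its 13 alternatives, this set passed in 11 and not under fry, limma's rotation test (adjusted p = 0.0784, unadjusted 0.0187), or under camera with an estimated correlation (0.148). Apart from MT-ND6, the genes of this set lie on the heavy strand. Counts on mitochondrial tRNA genes were 32808 for the light strand and 23 for the heavy strand. The counts on this set may therefore not be the mRNAs of its genes. After listing downregulated genes, the paper proposes that functions behind NK cell metabolism and division are impaired with ADO, and that this would in the end inhibit effector functions.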

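Among the 63 genes higher with ADO, IFNG had the smallest adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was not the one with the largest fold change. The log2 fold changes of ENSG00000271976, IL6-AS1 and IL21R exceeded that of IFNG, on 120, 459 and 89 counts over the 6 libraries against 2173 on IFNG. With each library left out in turn, the value of IL21R ran from 0.96 to 1.85 and that of IFNG from 1.33 to 1.52. IL21R therefore did not stay above IFNG in every fit. Of the other genes with a name in Figure 7C, LIF-AS2 (ENSG00000268812, AC004264.1 in Table S1) had 359 ± 23.0 CPM (SD, n = 3) without ADO and 158 ± 16.3 CPM (SD, n = 3) with ADO, a log2 fold change of -1.17 (standard error 0.11, adjusted p = 2.08e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LIF lies across from it and changed by -1.16 on the log2 scale, from 164 counts. ENSG00000256249 (AC026333.3 in Table S1) changed by -1.21 (standard error 0.20, adjusted p = 1.29e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) from 438 counts.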

A volcano plot identified *IFNG* as the most highly upregulated gene following ADO and cytokine stimulation (Figure 7C).

A GSEA was performed on all genes to determine the top gene sets, pathways, and gene ontology (GO) terms associated with ADO treatment of IL-12/IL-15-activated NK cells (Figure 7C; Table S2). 

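A set of genes for interleukin and cytokine signaling was written by hand, and 67 of its genes were tested. With ADO, 48 of the 67 were higher and 19 lower, with a median log2 fold change of 0.16, and 8 passed the threshold as higher and 1 as lower. In camera the set was higher with ADO at an adjusted p of 1.85e-06. The adjusted p was 0.0784 in fry and 0.148 in camera with an estimated correlation, so the call did not hold in those 2 tests. In fgsea, a preranked enrichment test, limited to the 2916 genes with a DESeq2 adjusted p, 31 of the set's genes entered, with a normalized enrichment score of 2.31 and an adjusted p of 2.48e-05. Over all 40470 genes with a DESeq2 p, a ranking chosen after seeing the data, 75 entered, with a score of 2.54 and an adjusted p of 1.03e-06.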

Gene ontologies were found to be heavily enriched in genes involved in signaling by interleukins and cytokines, as expected following IL-12/IL-15 and ADO stimulation. Other enriched gene ontologies included interferon gamma signaling and antigen processing cross-presentation (Figure 7D), as well as protein translation (Figure S11). This might infer that regulation of activating/inhibitory receptors on NK cells is in response to ADO. 

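A hand-written set for interferon gamma signaling had 47 tested genes, 28 higher and 19 lower with ADO, and a median log2 fold change of 0.07. Its adjusted p was 0.131 in camera and 0.0494 in fgsea on the shorter DESeq2 ranking, with a normalized enrichment score of 1.77. On the ranking of all genes, chosen after seeing the data, it was 0.00149 with a score of 1.97. Across its 13 alternatives the adjusted p ran from 0.00149 to 0.656. The antigen processing and cross-presentation set, with 30 of 55 genes higher, gave an adjusted p of 0.575 in camera and changed direction without ADO(-) replicate 1 (adjusted p = 0.828 in limma's camera) and in fgsea over all genes (0.529). Of 46 translation initiation and elongation factors, 24 were higher and 22 lower, with a median log2 fold change of 0.03 and an adjusted p of 0.575 in camera. This set changed direction without ADO(+) replicate 3 (0.628) and in fgsea on the shorter ranking (0.776).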

Regarding gene sets that were associated with downregulated differentially-expressed genes in response to ADO treatment, gene ontologies represented include protein translation, translational regulation, cell cycle and metabolism of proteins. 

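The 80 tested genes of cytosolic ribosomal proteins had a median log2 fold change of -0.08, with 58 lower and 22 higher with ADO. None of the 80 passed the threshold alone. As a set they were lower at an adjusted p of 0.00679 in camera, and 0.0796 without ADO(+) replicate 1. The adjusted p of the ribosomal set was 0.0784 in fry, 0.148 in camera with an estimated correlation and 0.301 in fgsea on the shorter DESeq2 ranking, so the call did not hold in these. On the ranking of all genes, chosen after seeing the data, it was 0.00734. A cell cycle set had 36 tested genes, 22 lower and 14 higher, with a median log2 fold change of -0.16 and an adjusted p of 0.203 in camera. PKMYT1 passed the threshold as lower and BLM as higher.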

ADO treatment did not produce any significant pathway alteration. Dependences on ADO for biological pathways are difficult to infer due to the relative limited number of differentially-expressed genes.

## Discussion

The tumor microenvironment's hypoxic cores lead to immunosuppression via dysregulation of natural killer (NK) cells (39) through mechanisms that modulate adenosinergic signaling. Hypoxia in the tumor microenvironment is a powerful mediator of the activities of the ecto-nucleoside triphosphate diphosphohydrolase CD39 and ecto-5′-nucleotidase CD73 (40–42) These enzymes constitute a catalytic cascade which leads to the generation of ADO (43, 44). Though extracellular ADO is present at low micromolar concentrations (45), in response to hypoxia, such as inside cores of solid tumors, ADO can reach hundreds of micromolar or even millimolar concentrations (46). Adenosinergic immunosuppression of infiltrating NK cells signals through four purinergic ADO receptors to inhibit the maturation of NK cells (22), the accumulation of cytotoxic CD56^dim^ cells at tumor sites (22) and NK effector function (20). Among these, the A_2A_ receptor has been most widely studied (47). Unlike other immune cells, NK cells can tolerate elevated concentrations of ADO, though they undergo profound alterations in functional response in such environments. Many of these functional changes had not been characterized in terms of cytokine-primed NK activation, phenotype, and function, and under conditions that induce inhibition of NK cell function. The high ADO concentrations used in this study did not lead to cell death or observable loss of viability during the treatment period. Due to the metabolic instability of ADO, the use of ADO is frequently superseded by the use of its metabolically-stable analog 2-chloroadenosine (CADO). Because CADO might be signaling divergently from ADO, its use might have different immunological implications (48).

Here, for the first time, we showed that adenosinergic signaling leads to significant and distinct reprogramming of functional and anti-tumor responses from human NK cells following specific cytokine priming programs. Generally, cytokine priming attenuated immunosuppression induced by the presence of ADO. This was not surprising, given that IL-2 was shown to dampen inhibition of NK cells due to ADO signaling (18). These responses, however, vary dependent on cytokine activation. In the setting of ADO signaling, IL-2-primed human NK cells remain inferior producers of IFN-γ from either CD56^dim^ or CD56^bright^ subsets, compared to IL-15 alone or a combination of IL-12 and IL-15. Individual contributions from both IL-12 and IL-15 signaling contribute to the overall increase in IFN-γ expression in the presence of ADO, likely through engagement of signaling other than the phosphorylation of STAT5, which is engaged mostly due to IL-15 alone. IL-12, a potent inducer of IFN-γ expression in NK cells signals through STAT4 (49), and could be amplifying the response induced by IL-15. Enhancement of IFN-γ expression in the presence of torin-1 following the addition of ADO compared to torin-1 alone indicates that ADO-mediated IFN-γ activation is sensitive to mTOR signaling but may also be acting independently of it. Following prolonged IL-12/IL-15 stimulation, the mechanism of ADO-mediated NK cell responses could be IL-15 signaling-independent, suggesting an altered activation state (50). Moreover, we showed that ADO affects metabolic functions of NK cells, so downstream signaling may be implicating other pathways tham those involving STAT5/s6. It is not unreasonable to assume that ADO might be activating pathways similar to impaired IL-15 signaling which imply an mTOR and IL-15-independent activation phase, with a shift in metabolism to an activating receptor dependency to maintain NK effector functions (50). Our prolonged cytokine stimulation regimen with a combination of IL-12/IL-15, combined with donor variability, could be dampening Phospho-s6 expression (51), which is otherwise expected to be engaged in response to mTOR signaling.

Although we measured statistically-significant increases of certain NK cell responses to IL-12/IL-15 stimulation compared to either IL-15 or IL-2 alone, the extent of the increase of IL-12/IL-15-mediated responses over stimulation with IL-15 alone was not dramatic, and speaks to the potent effect that IL-15 has on NK cells. Elevated IFN-γ expression, particularly from CD56^bright^ NK cells, is consistent with their profile as being more potent IFN-γ producers, while having an elevated expression of metabolic markers (34). Mechanistically, accumulation of cAMP promotes ADO inhibition of IL-2-induced NK cell proliferation (52). RNAseq data confirmed that ADO induces activation of cytokine signaling responses by upregulating genes involved in immune responses induced by IL-12 and IL-15 priming events, hinting at implications potentially relevant to the use of cytokine-activated NK cells in adoptive cell therapy of solid tumors. Though ADO induced upregulation of *NKFBIA* and *NFKB1* gene expression, and given that ADO causes a cAMP-dependent suppression of NF-κB activity that requires nuclear localization (53), it is still possible that induction of NF-κB is stunted due to ADO inhibition of protein synthesis and metabolism. This is corroborated by altered transcriptional signatures of genes involved in protein translation and downregulated gene sets, based on GSEA analysis, within the protein translation machinery.

As a powerful inducer of ADO production, hypoxia is known to alter expression of activating receptors NKG2D and NKp30 and intracellular perforin and granzyme B (54). Their expression can be restored by priming NK cells with IL-2 (19). As observed, at high concentrations, ADO could be acting independently of hypoxia to induce the downregulation of the NKG2D receptor on NK cells through mechanisms that are independent of A_2A_ receptor signaling but are sensitive to mTOR signaling. Alongside ADO, hypoxic conditions induce the release of TGF-β, a tumor-derived cytokine which exerts a profound immunosuppressive effect on NK cells (55) and likely enhances the inhibition of NK cell function caused by extracellular ADO, collectively creating a niche promoting tumor progression.

The observed limited and variable effects of A2ARi blockade could be due to overactivation of NK cells—it was shown that the effects of SCH58261 dampened at higher cytokine concentrations (56)—donor variability or signaling independent of A_2A_.

Elevated IFN-γ expression induced by IL-12 and IL-15-primed NK cells in response to ADO did not translate to a proportionally-enhanced lytic activity against CD73^+^ tumor targets. It is possible that ADO might be interfering with granule exocytosis from NK cells (57), thus limiting lysis of CD73^+^ cancer cells despite enhanced expression of intracellular IFN-γ. RNAseq data hinted at stunted protein synthetic and transport machinery, suggesting that metabolic functions might be inhibiting NK cytolysis despite enhanced cytokine-induced immune responses to ADO. At the same time, metabolism of ADO might be contributing to the modulation of its effects. Extracellularly, newly-produced ADO is deaminated to the nucleoside inosine. This conversion is catalyzed by ADO deaminase (ADA), an amino hydrolase (58). Indeed, inhibiting ADO deaminase activity with a potent ADO deaminase inhibitor, EHNA, inhibited the cytolytic ability of IL-12/IL-15 co-stimulated NK cells. In our experience, the overall effect of inhibiting ADO deaminase was subtle, however, and increased when higher concentrations of EHNA were used (Figure S8). NK cells' cytotoxic activity is mediated by the level of expression of MHC molecules—HLA-A, HLA-B, and HLA-C—and KIR receptors on cancer cells. A549 cells express high levels of HLA ligands (Figure S9A), possibly limiting cytotoxic activity of NK cells. Cytotoxicity of NK cells toward targets with high known amounts of NKG2D ligands (such as K562 cells) following IL-12/IL-15 activation, induced profound killing of these target cells during shorter timeframes (Figure S9B). Overactivation of NK cells likely contributed to their superior ability to lyse targets, and caused rapid onset of K562 cell death, somewhat skewing lysis data due to a rapidly accumulating large number of dead cells.

Recently, inhibition of ADO deaminase with EHNA has been proposed as a potential target for malignant plural mesothelioma owing to its role in the regulation of the apoptotic effects of ADO (59), and PEGylated ADO deaminase inhibitors as potential anti-cancer targets are being developed (60). When culturing the NK cells with the A549 or K562 cells, the EHNA could have facilitated additional target cell death due to the ability of the EHNA to prevent ADO breakdown and increase the apoptotic effects of ADO. However, extracellular adenosine has an adverse effect on NK cell metabolic activity; therefore, the use of EHNA as a potential target may not be beneficial and may reduce NK cell activity and decrease NK cytolytic effects.

We found that NK cells alter their functional responses to adenosinergic signaling via mechanisms that are sensitive to specific cytokine activation programs, while collectively requiring mTOR signaling. Glycolysis and oxidative phosphorylation are essential for purinergic metabolism, and ADO's inhibitory effect on NK cells' mitochondrial respiration is the first direct demonstration of its involvement in the suppression of NK cell metabolic activity. Hyper-responsiveness to co-stimulation with IL-12 and IL-15 correlated to altered gene expression signatures and cytotoxic responses, with our results suggesting the use of this cytokine combination as being preferential to the use of IL-2, though the individual contributions of IL-12 and IL-15 may require further investigation. Donor variability is an important consideration because distinct subpopulations obtained from different donors respond differently to *ex vivo* treatment. Overall, these results demonstrate that ADO, even at high concentrations, acts on specific cellular pathways rather than causing general NK cell inhibition. These findings have important implications for redirecting the function of NK cells when targeting solid tumors.

## Ethics statement

Written informed consent was obtained from all subjects involved in the study. All procedures performed in studies involving human participants were approved by Purdue University's Institutional Review Board (IRB). All institutional safety and biosecurity procedures were adhered to.

## Author contributions

AC and SM designed the experiments. AC, JW, and KL performed the experiments. HY and NAL carried out RNAseq analysis. AC and SM analyzed the data and wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Adenosinergic Signaling Alters Natural Killer Cell Functional Responses
**Source:** Front Immunol. 2018 Oct 30;9:2533. doi: 10.3389/fimmu.2018.02533
**Supplement:** Supplementary file 1

Supplementary Material

**Adenosinergic signaling alters natural killer cell functional responses**

**Andrea Chambers,^1^ Jiao Wang,^1^ Kyle Lupo,^1^ Hao Yu,^2^ Nadia Atallah,^2^ Sandro Matosevic^1,2,*^**

**
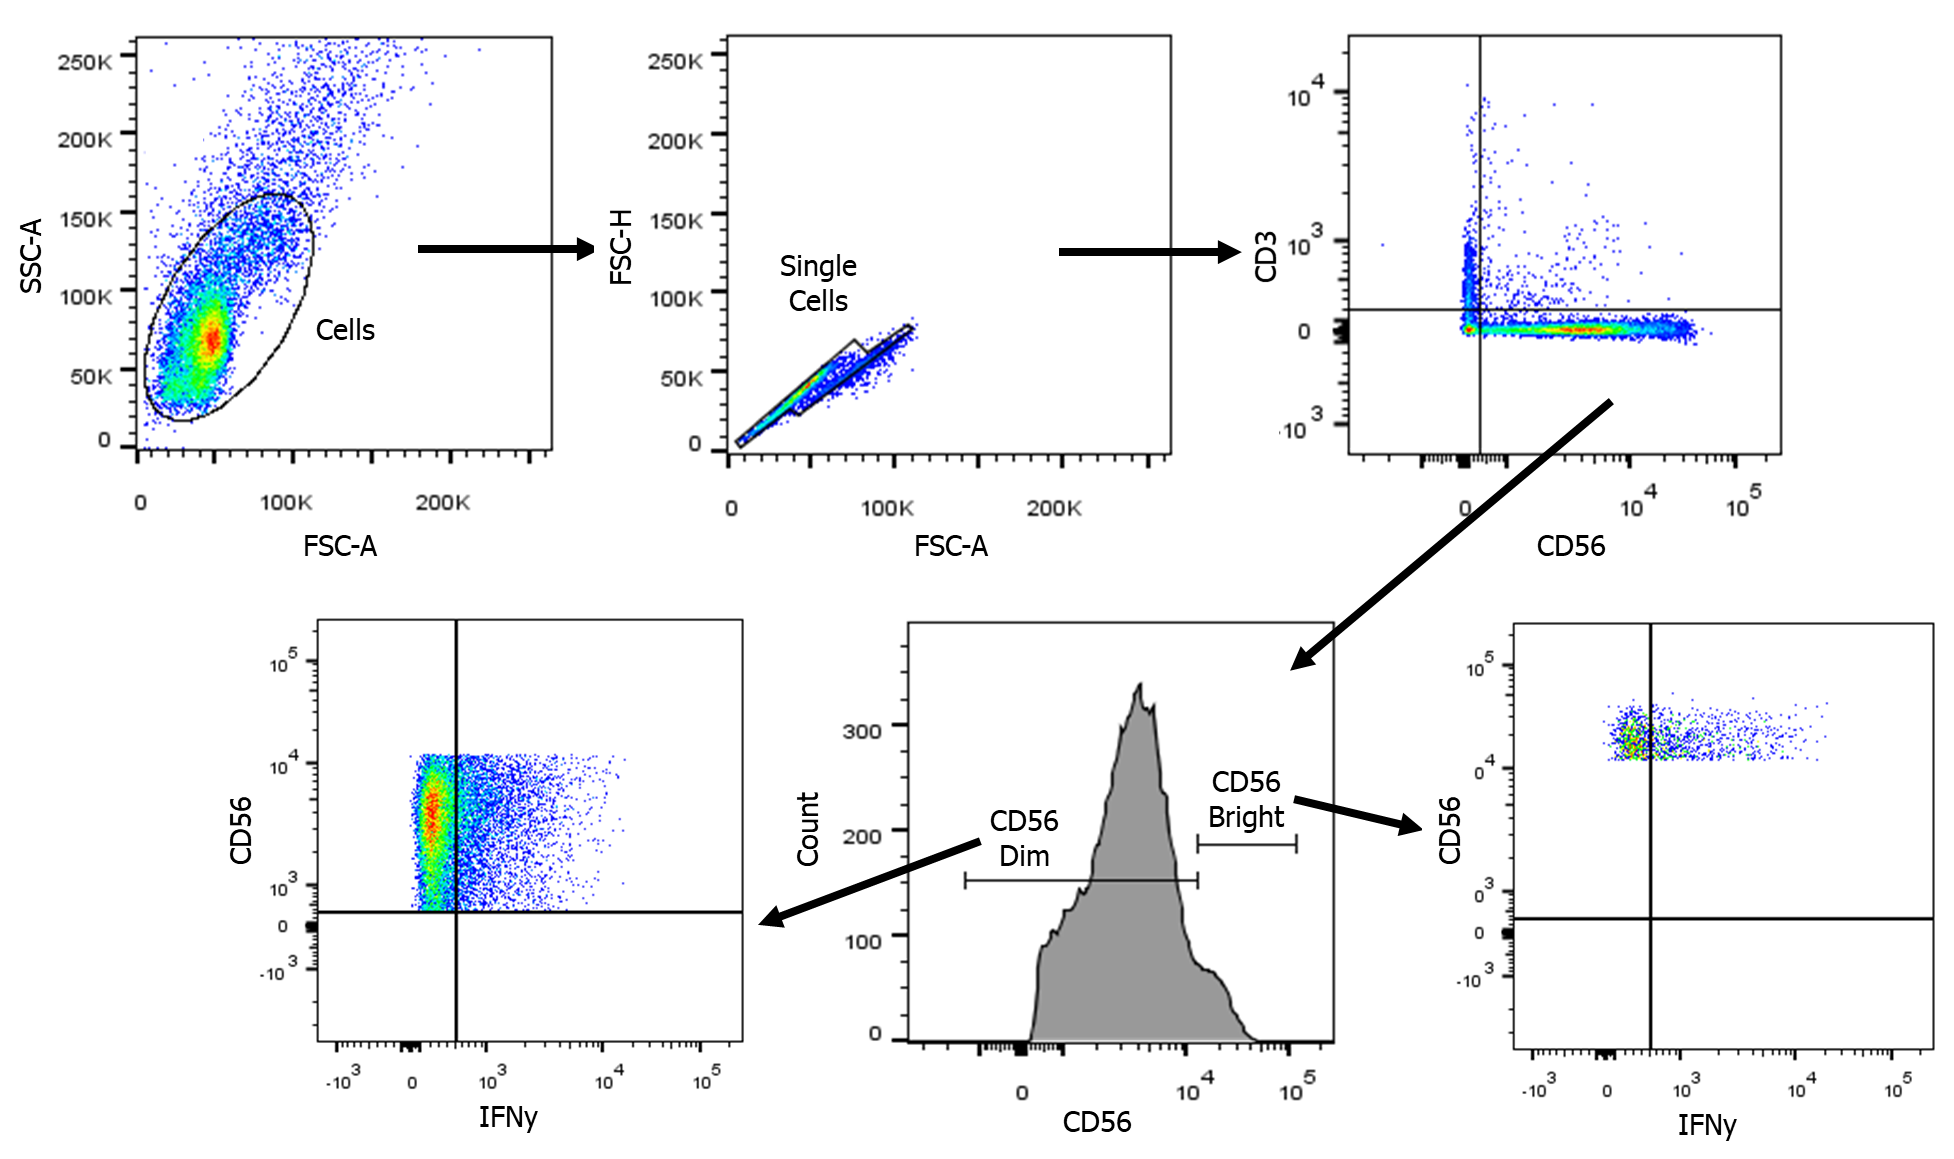
**

**Figure S1.** Gating strategy for stratification of CD56^+^/CD3^-^/IFN-γ^+^ human NK cells.

**(A)**

**
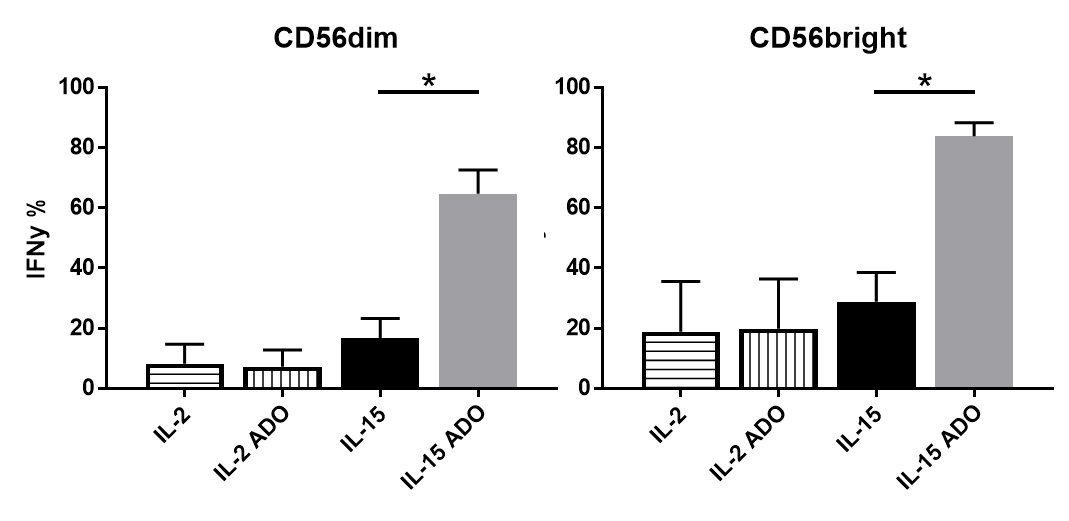
**

**(B)**

**
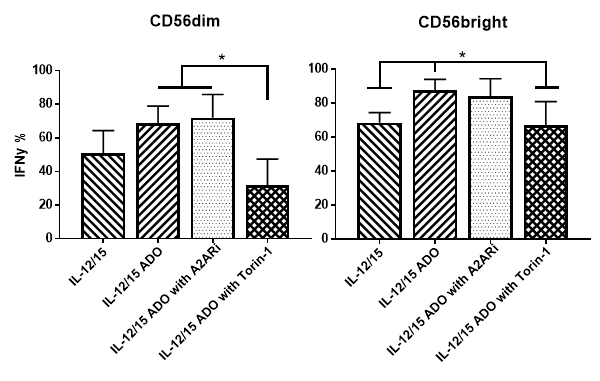
**

**Figure S2. Percentage of IFN-γ^+^ NK cells following activation.** (A) Percentage of IFN-γ^+^ CD56^bright^ and CD56^dim^ subsets following activation of NK cells with IL-2 or IL-15 in the presence or absence of ADO for 24 hours. (Unpaired Student T-test) (B) Percentage of IFN-γ^+^ CD56^bright^ and CD56^dim^ subsets following stimulation of IL-12/IL-15-activated NK cells with or without ADO for 24 hours. (Ordinary one-way ANOVA with Tukey’s multiple comparison) All treatment and analysis conditions are as outlined in Materials and Methods.

**(A)**

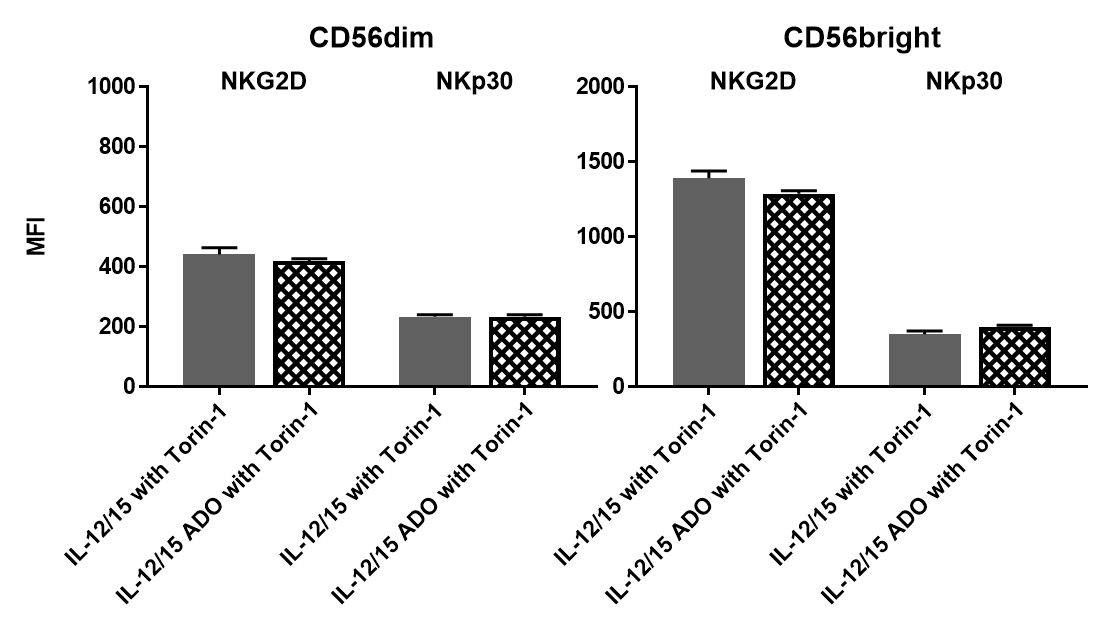

**(B)**

**
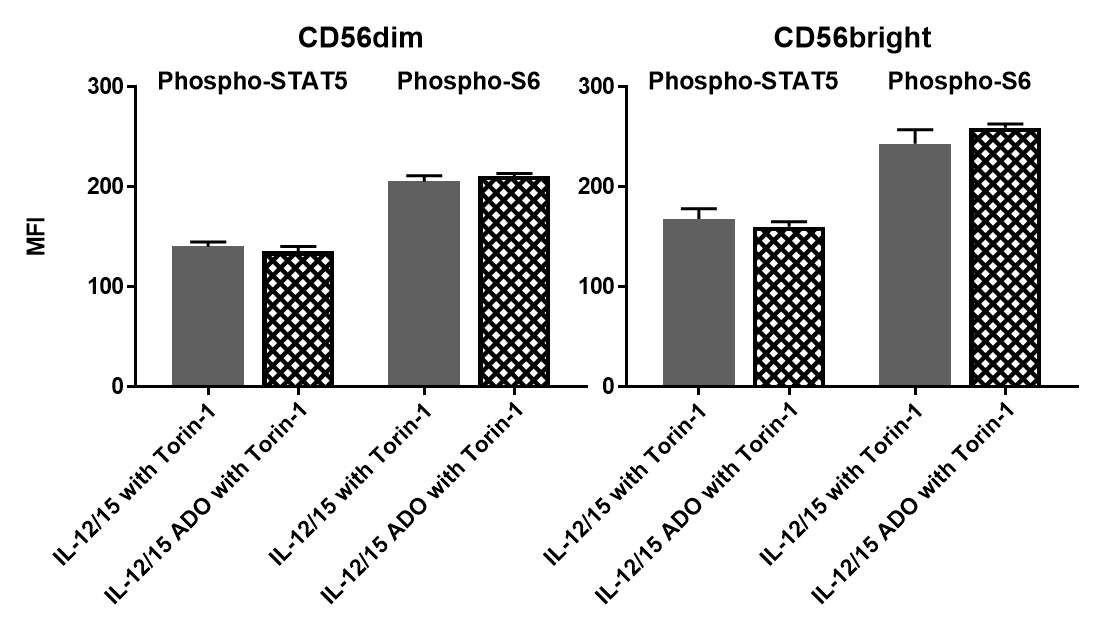
**

**Figure S3. Effect of ADO on NK cells treated with mTOR inhibitor torin-1.** (A) NKG2D and NKp30 expression on freshly-isolated NK cells following incubation with torin-1 (24 h) in the presence or absence of ADO (Unpaired Student t-test); (B) Phospho-STAT5 and Phospho-s6 expression on freshly-isolated NK cells following incubation with torin-1 (24 h) in the presence or absence of ADO (Student t-test).

**(A)**

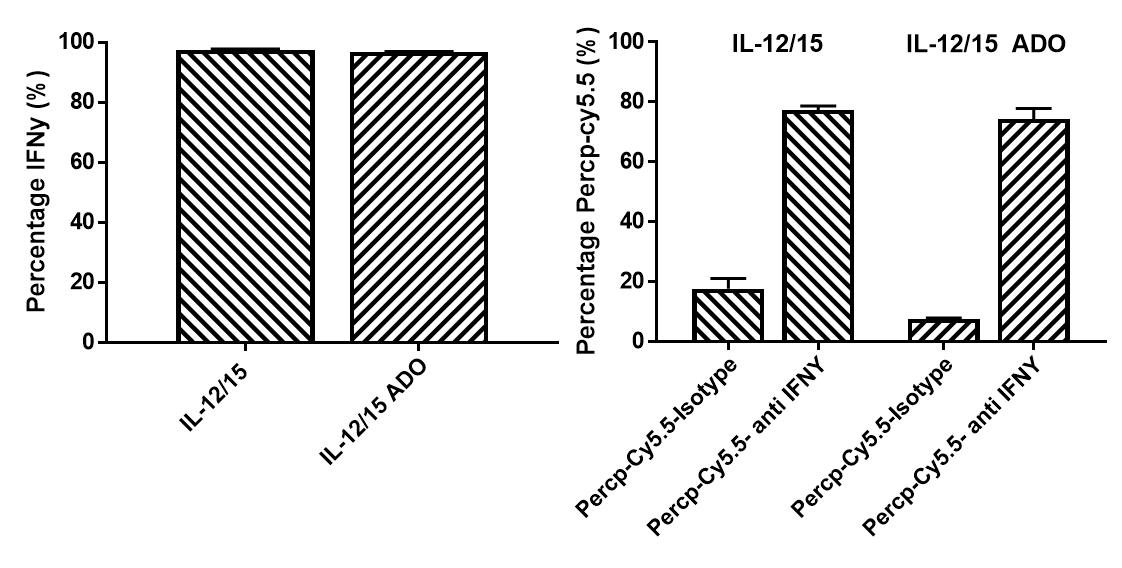

**(B)**

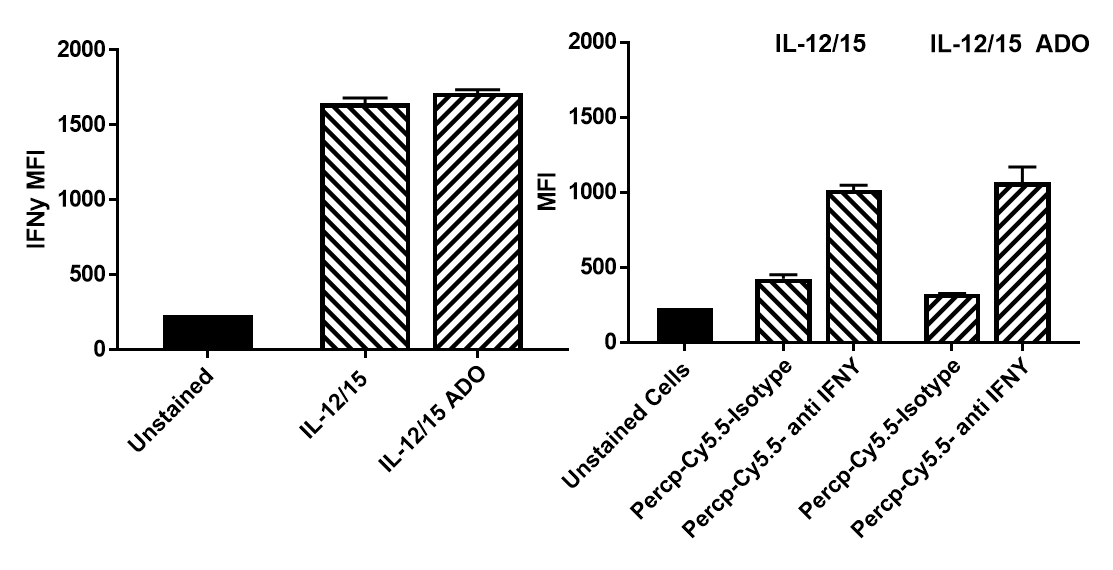

**Figure S4. ADO-mediated effects on IL-12/IL-15-stimulated NK cells with FMO controls and isotype antibody. (A)** *Left panel*, Percentage of IFN-γ^+^ NK cells following stimulation with IL-12/IL-15 in the presence and absence of ADO. *Right panel*, IFN-γ^+^ NK cells stained with Percp-Cy5.5 compared to isotype control. **(B)** *Left panel*, MFI of IFN-γ^+^ NK cells following stimulation with IL-12/IL-15 in the presence and absence of ADO, including unstained sample. *Right panel*, IFN-γ^+^ NK cells **s**tained with Percp-Cy5.5 compared to isotype control including unstained sample.

**(A)**

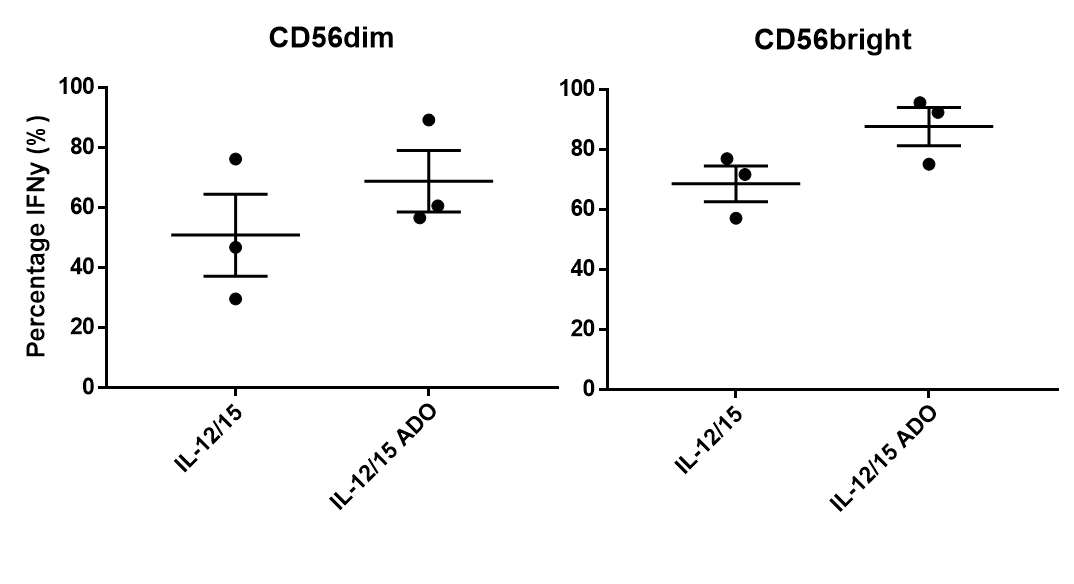

**(B)**

**
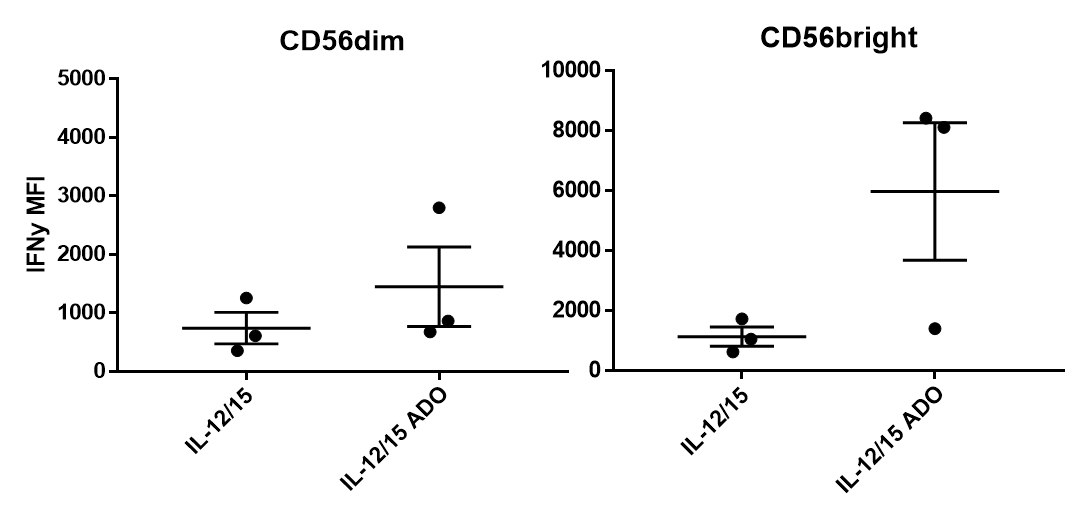
**

**Figure S5**. **Donor distribution.** Representative whisker plots showing individual donors (3 are shown) for (A) percentage IFN-γ^+^ and (B) MFI for IFN-γ-expressing CD56^bright^ and CD56^dim^ NK cells following stimulation with IL-12/IL-15 with or without ADO.

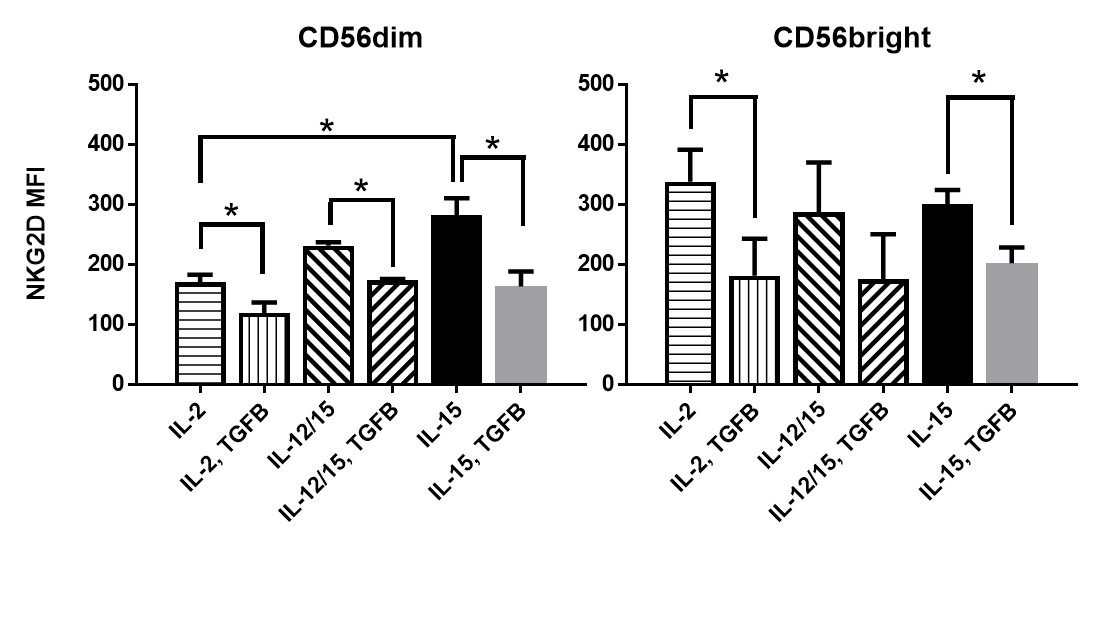

**Figure S6.** Effect of TGF-β on expression of NKG2D. IL-2, IL-15 or IL-12/IL-15-stimulated human NK cells were treated with 10 ng/ml TGF-β for 24 hours prior to analysis of NKG2D expression by flow cytometry Human NK cells were isolated immediately prior to the experiment and stratified as CD56dim and CD56bright (Kruskal-Wallis test with Dunn’s multiple comparison test).

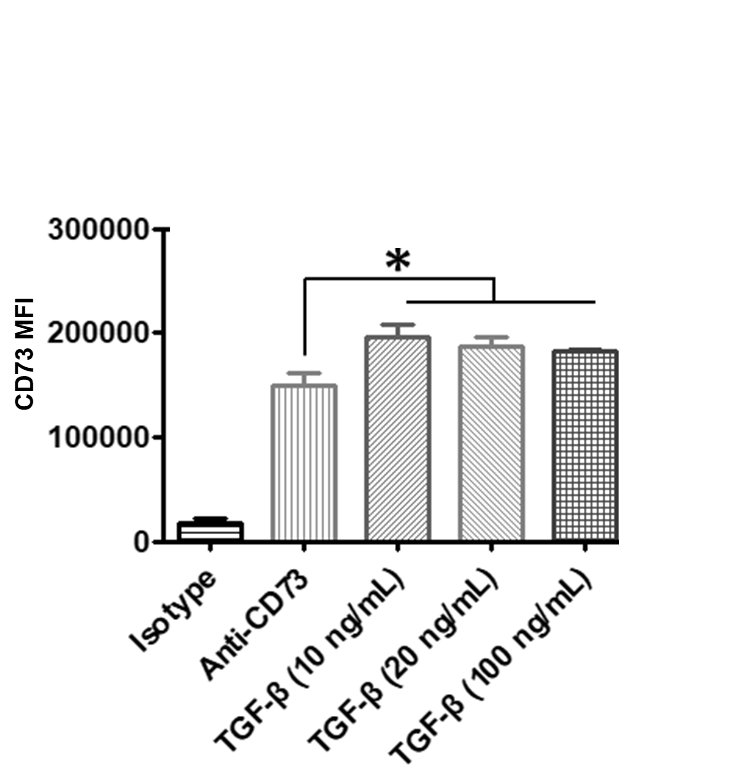

**Figure S7.** **Effect of TGF-β on expression of CD73 on cancer cells.** Stimulation with TGF-β induced a slight increase in the expression of CD73 of A549 cells. A549 cells were stimulated with TGF-β for 24 hours at three concentrations. CD73 expression was measured by flow cytometry with either fluorescently-labeled anti-CD73 antibody or isotype control. The change in expression was not TGF-β concentration dependent (ANOVA).

|  |  |
| --- | --- |
|  |  |

**Figure S8.** **Cytotoxicity of human NK cells against CD73^+^ A549 cells with EHNA and in the presence of ADO.** The addition of 100 µM EHNA mediated a lower cytolysis of A549 target cells by IL-12/IL-15-activated NK cells in the presence of ADO.

1. **(B)**

**Figure S9.** **HLA staining of A549 cells and cytotoxicity of NK cells against K562 cells. (A)** Fold-change of HLA A, B, C expression on A549 cells compared to isotype control. **(B)** Cytotoxicity of human NK cells stimulated with IL-12/IL-15 against K562 cells. Killing was measured over a period of 2 hours, following 24 hours of activation of NK cells with IL-12/IL-15 with or without ADO. Analysis and staining performed as described in Materials and Methods.

**Figure S10.** **Glycolysis stress test on IL-12/IL-15-activated human NK cells.** IL-12 and IL-15-primed NK cells downregulate glycolysis in response to ADO to reach levels close to baseline, while they maintain upregulated glycolytic capacity when primed with IL-12 and IL-15 alone.

**Table S1. Differentially-expressed genes in response to ADO signaling on NK cells.** Complete list of upregulated and downregulated genes on IL-12 and IL-15 co-stimulated human NK cells in response to ADO as determined via DESeq2 and EdgeR analysis.

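Table S1 gives for each gene a log2 fold change and an adjusted p from DESeq2 and an FDR from edgeR. The 77 genes were matched to the deposited counts, 47 by name and 30 by their DESeq2 values, which a fit of DESeq2 to the counts matched within 0.0001. The largest gap between the table's log2 fold change and that of the fit was 6.36e-05. In the table, the largest DESeq2 adjusted p is the paper's 0.0254 and the largest edgeR FDR is the paper's 0.0981, with 15 genes above 0.05. Of the 77 genes, 66 have an exon of another gene on the opposite strand.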

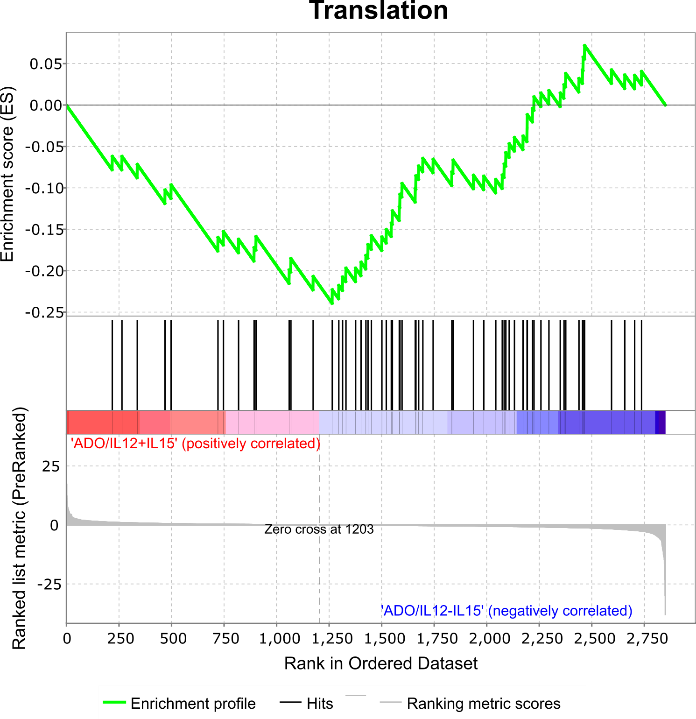

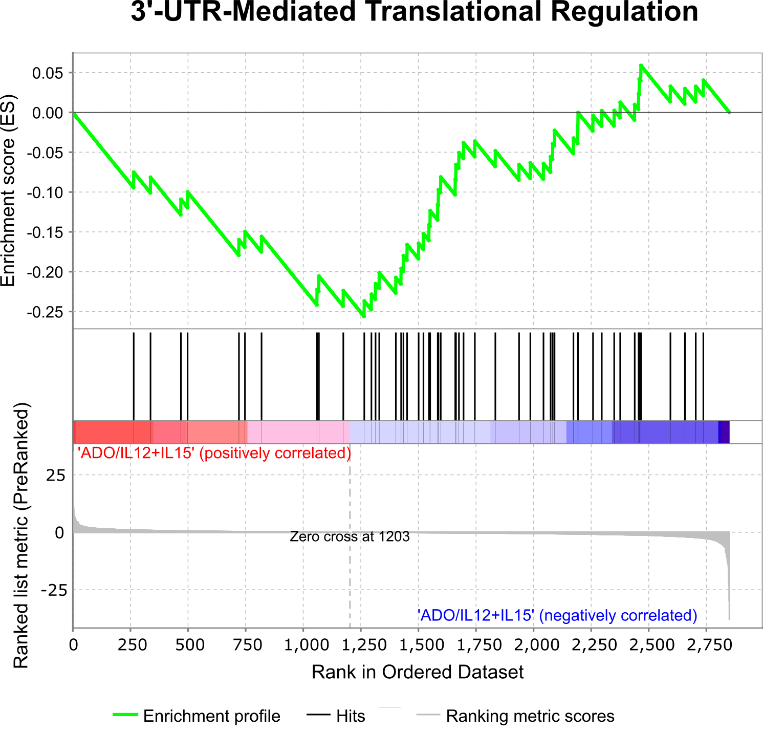

**Figure S11.** **GSEA enrichment plots for downregulated gene sets identified ia Reactome analysis.** Enrichment plots of the two most highly downregulated gene sets on IL-12 and IL-15-primed human NK cells in response to ADO. Gene sets were identified following Reactome database analysis.

**Table S2. GSEA analysis of the top three up and downregulated gene sets in response to ADO signaling on NK cells.** Reactome GSEA analysis of the three most upregulated and downregulated gene sets following treatment of IL-12 and IL-15-primed human NK cells with ADO.

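In a preranked GSEA, genes are sorted from most increased to most decreased and each set receives an enrichment score, which grows when its genes gather at one end of the list. The normalized score takes the size of the set into account, a positive score stands for a set gathered among genes higher with ADO, and a negative score for a set among genes lower with ADO. The paper ranked genes by the sign of the fold change and the p from DESeq2. The paper describes its GSEA as performed on all genes. In the fit made here, 2916 genes had a DESeq2 adjusted p and entered a shorter ranking, and the 40470 genes with a DESeq2 p entered a longer one.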

|  | Upregulated Gene Set | SIZE | ES | NES |
| --- | --- | --- | --- | --- |
| 1 | SIGNALING BY ILS | 22 | 0.47 | 2.62 |
| 2 | IMMUNE SYSTEM | 137 | 0.17 | 2.26 |
| 3 | SIGNALING IN IMMUNE SYSTEM | 56 | 0.26 | 2.20 |

|  | Downregulated Gene Set | SIZE | ES | NES |
| --- | --- | --- | --- | --- |
| 1 | TRANSLATION | 64 | -0.24 | -2.24 |
| 2 | 3’-UTR-MEDIATED TRANSLATION REGULATION | 52 | -0.26 | -2.21 |
| 3 | PEPTIDE CHAIN ELONGATION | 45 | -0.27 | -2.08 |

How the deposited data were processed for this re-analysis (not part of the article)

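RNA of human NK cells with and without ADO, co-stimulated with IL-12/IL-15 by the paper's text, was sequenced in 3 libraries per group. The authors trimmed the reads with Fastx_Toolkit, aligned them to GRCh38 with STAR and counted read pairs per Ensembl gene with HTSeq in the reverse-strand setting, and the deposited values are these raw counts, without normalization. The last 5 entries of the count table are totals of pairs that were not counted on a gene, and they were kept out of library sizes and tests. The condition of each library was taken from its label, which names the ADO treatment alone, and the cytokines, doses and time from the paper's text. The labels call the libraries without ADO untreated, and whether these received the cytokines could not be checked.

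The gene counts per library ran from 928446 to 1225016, and 40470 of the 58302 genes had a count in at least 1 library. Gene positions, strands, types and overlaps with genes on the opposite strand were taken from GENCODE release 44 on GRCh38, which holds 57532 of the 58302 gene IDs. Overlaps are between exons.

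Differential expression was tested with edgeR 4.0.16 in R 4.3.3, between the 3 libraries with ADO and the 3 without it. Genes were kept by filterByExpr at its defaults, a minimum count of 10 and a minimum total of 15, which left 9265 genes. Library sizes were normalized by TMM, and the quasi-likelihood test was run without a term for the replicate number. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called differentially expressed. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. Levels are CPM with TMM-normalized library sizes, with the SD over 3 libraries. A fold change against a group with 0 counts in every library was given as a bound, computed from 3 counts. This bound covers counting error alone. The common dispersion was 0.0117, a biological coefficient of variation of 10.8%. Whether this covers spread between donors could not be checked.

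The test was checked on simulated data with the depth and dispersion of these libraries. Of 200 genes simulated with a log2 fold change of 1 among 9265, the quasi-likelihood test called 82 (41%), none with the wrong sign, and 3 unchanged genes. DESeq2 called 59, the edgeR exact test 84 and the edgeR likelihood-ratio test 87 of the 200.

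Gene sets were tested with camera in limma 3.58.1, two-sided, at a preset correlation of 0.01, with adjustment over 9 sets. The sets were written by hand, because the collections that the paper used were not used here. They cover ribosomal proteins, translation factors, interleukin and cytokine signaling, interferon gamma signaling, antigen processing and cross-presentation, cell cycle, glycolysis, and nuclear- and mitochondrially encoded oxidative phosphorylation. 4 lists of marker genes, for monocytes and macrophages, B cells and plasma cells, T cells and NK cells, were written after the counts and the differentially expressed genes were seen, and before the lists were tested. The strand of the counting was checked by the share of gene pairs named X and X-AS1, with at least 10 counts over both, in which the antisense gene held more counts, and by the rank of 40 genes that NK cells transcribe strongly.

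The tests, the gene sets, the pair share, the list of 40 genes and most alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0, the edgeR exact and likelihood-ratio tests, DESeq2 size factors, upper quartile normalization, no filter on low counts, at least 10 counts in every library, a term for the replicate number, calls shared by DESeq2 and the exact test, each library left out in turn, and for the sets fry, camera with an estimated correlation and fgsea 1.28.0 over the 2916 genes with a DESeq2 adjusted p. 5 alternatives were added after seeing the data: the edgeR exact test without a filter, its calls at 0.05 and at 0.1 shared with those of DESeq2 at 0.05, the exact test over the 58302 genes, and fgsea over the 40470 genes with a DESeq2 p. Permutations, correlations and Fisher's exact test were computed with SciPy 1.17.1 and NumPy 2.4.6 in Python 3.11.15.

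The genes named are those the paper names for its RNAseq data in the text, in Table 1 and in Figure 7C, and the 5 genes with the highest and the 5 with the lowest log2 fold change among called genes whose groups did not overlap. The genes across from these are named too, as are the markers that the paper measured by flow cytometry and the ADO receptors. Genes whose level could help to describe a donor were tested and are not listed. The reads themselves were not analysed here.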

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

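The tests on mitochondrial genes, on tRNA genes and on genes across from each other were chosen only after the counts had been seen. The share of gene pairs, the rank of strongly transcribed genes and the splits of the libraries were not.

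The paper gives the strand settings of its alignment and counting and does not discuss how the counts divide between genes on opposite strands. In gene pairs named X and X-AS1 with at least 10 counts, the antisense gene held more counts in a median of 49.4% of the pairs over the 6 libraries, from 48.3% to 52.7%. The share was 73.9% among pairs with at least 100 counts and 40.6% among pairs with at least 1. For counting on the strand opposite to the transcripts, it had been laid down that the antisense gene should lead in most pairs and that 40 genes which NK cells transcribe strongly should rank outside the highest 10% of counted genes. Neither condition was met: the share lay on both sides of an even split, and the 40 genes had a median percentile of 97.8, with 40 of 40 in the highest 10%. The rank turned out to decide nothing, because strongly transcribed genes could reach the highest 10% from a small part of reads on the other strand: GAPDH stood at percentile 97.7 with 1137 counts, against 58447 on the gene across. Setting the rank aside, and reading the pair share as undecided and not as evidence against counting on the opposite strand, was done after the values were seen.

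The tests chosen later point the other way. MT-ND6, the only protein gene of the mitochondrial light strand, held 159108 of 233559 counts on the 13 mitochondrial protein genes, or 68.1%, from 66.2% to 69.8% over the libraries. The 8 tRNA genes of the light strand held 32808 counts and the 14 of the heavy strand 23, so that 99.9% lay on the light strand. Of the 20 genes listed with the most counts, 17 lie across from another gene and outnumber it. They were picked for their counts, which largely fixed that they outnumber the gene across, so this does not test the strand. Of the uniquely aligned pairs, 93.8% to 94.2% lay on no gene of the counted strand. A candidate explanation, in line with the tRNA share of 99.9%, is that many reads of strongly transcribed genes were counted on the opposite strand. The 68.1% on MT-ND6 argues against counting on the transcripts' own strand with antisense genes that are transcribed more strongly than their sense genes, under which MT-ND6 was taken to hold a minor part. Why the pair share was only 49.4% stays open. The read alignments were not analysed here, and no biological explanation was tested.

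Outside Table S1, 116 genes were differentially expressed, 43 higher and 73 lower with ADO. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many differentially expressed genes as the 193 of the real split, which was the real split itself. The 9 other splits gave 0 genes each, with 319 to 420 genes at an unadjusted p under 0.05, against 1064 in the real split. With 10 splits the share cannot fall under 0.1. Library sizes overlapped between the groups. Under calls shared by DESeq2 and the edgeR exact test without a filter, chosen after seeing the data, 38 genes were differentially expressed in all, so the number outside the table depends on the test.

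MT-ND6, with a log2 fold change of 0.35 (adjusted p = 1.04e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and CCL3-AS1, with 0.36 (adjusted p = 7.54e-13 from the same edgeR test), were higher with ADO in 3 of 3 libraries against 3. The paper names neither. CCL3-AS1 lies across from CCL3 and held 117913 counts against 1520 on CCL3, which was higher with ADO by 0.43 on the log2 scale. CCL3-AS1 may partly measure the RNA of the strand across. For it this was tested only over all pairs of opposite genes, where the Spearman correlation of log2 fold changes was 0.113. MT-ND6 has no annotated gene across and is not in these pairs. Its 68.1% of the mitochondrial protein gene counts argues against counting on the transcripts' own strand. The share of 99.9% on light-strand tRNA genes goes with counting on the opposite strand. Which strand the counts on CCL3-AS1 come from was not tested for this gene alone. Which RNA the rise of CCL3-AS1 reflects stays open, and the rise of MT-ND6 was not tested for this.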

How the results depend on the processing

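The count of 193 differentially expressed genes stayed within 1.5 times under DESeq2 (156), the edgeR exact test (155), the edgeR likelihood-ratio test (166), DESeq2 size factors (187), upper quartile normalization (204), at least 10 counts in every library (203) and DESeq2 at 0.05 shared with the exact test at 0.1 (130). Correlations between libraries of the same replicate number were -0.06, 0.01 and 0.01, which gave no sign that the numbers pair the libraries. Those between libraries of different numbers ran from -0.06 to 0.05. A term for the replicate number gave 219 genes. The labels name no donor, so the spread between replicates cannot be taken as spread between donors. Without a filter on low counts, 107 genes were differentially expressed, 26 higher and 81 lower with ADO. More genes were then tested, 40470 in place of 9265, which raises the adjusted p. Calls shared by DESeq2 and the edgeR exact test numbered 112, 39 higher and 73 lower, and sharing both tests can only lower a count. DESeq2 at 0.05 shared with the exact test at 0.1 gave 40 genes higher. The edgeR exact test without a filter, chosen after seeing the data, gave 55, 12 higher and 43 lower. Its calls shared with DESeq2 at 0.05 numbered 38 at 0.05, 9 higher and 29 lower, and 55 at 0.1, 14 higher and 41 lower. Over the 58302 genes, those without a count included, the exact test gave 52, 10 higher and 42 lower. These were also chosen after seeing the data.

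Over the 6 fits that each left out one library, from 110 to 176 genes were differentially expressed, from 32 to 61 higher and from 71 to 132 lower. The counts were lowest for the fits without an ADO(-) library, 123 without replicate 1, 110 without replicate 2 and 113 without replicate 3. Fewer libraries were used in these fits, and why the ADO(-) libraries weigh more was not tested. Of the 193 genes, 115 were lost in at least one of the 6 fits.

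All 77 genes of Table S1 kept their direction and an adjusted p under 0.05 in every alternative except no filter (73), the fits that left out a library (62 to 73), and 4 alternatives chosen after seeing the data: the edgeR exact test without a filter (38), its calls shared with DESeq2 (38 at 0.05 and 55 at 0.1) and the exact test over the 58302 genes (37).

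Of the 44 named genes tested under the alternatives, 22 kept their direction and their side of the threshold throughout. The others lost the threshold in 68 combinations of gene and alternative, and none changed direction or gained the threshold. The largest count of losses was that of ENSG00000260918, with 9 of 13 alternatives and 41 counts in all.

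Of the 9 gene sets, 3 passed an adjusted p of 0.05 in camera, and 0 passed in fry or in camera with an estimated correlation, where 3 sets had an unadjusted p under 0.05 in each. The 6 fits that left out one library gave from 2 to 4 sets. With fgsea over 2916 genes the number was 3, and over all 40470 genes with a DESeq2 p, chosen after seeing the data, 5. Translation initiation and elongation factors changed direction in fgsea over 2916 genes (adjusted p = 0.776) and without ADO(+) replicate 3 (0.628), and over the fits that left out one library their adjusted p in limma's camera ran from 0.323 to 0.828, and over the alternatives to 0.993. Antigen processing and cross-presentation changed direction without ADO(-) replicate 1 (0.828) and in fgsea over all genes (0.529), with adjusted p from 0.370 to 0.951 over those fits and from 0.364 over the alternatives. The cause was not tested. Besides these, 8 results of single sets became weaker and 4 stronger. Without ADO(+) replicate 1 the ribosomal proteins no longer passed (0.0796, with alternatives from 0.00202 to 0.301), and without ADO(-) replicate 1 glycolysis passed (0.0316, with alternatives to 0.425).

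The share of gene pairs named X and X-AS1 with more counts on the antisense gene moved from 49.4% to 73.9% with at least 100 counts per pair and to 40.6% with at least 1. The cause was not tested.

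The depth and the number of libraries limit which genes pass: in the data simulated at this depth, 41% of genes with a log2 fold change of 1 were called.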

Differences from the paper's values

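The paper reports 77 differentially expressed genes, and 193 were found here. The paper's genes were identified between DESeq2 and edgeR, while the 193 come from edgeR's quasi-likelihood test alone. The same difference in tests applies to the paper's numbers of upregulated and downregulated genes. Of the alternatives set before the data were examined, testing without a filter on low counts (107), calls shared by DESeq2 and the edgeR exact test (112), leaving out ADO(-) replicate 2 (110) and leaving out ADO(-) replicate 3 (113) came within 1.5 times the paper's number. The other alternatives of that kind, with 123 to 219 genes, did not. The edgeR exact test without a filter (55), its calls at 0.1 shared with DESeq2 at 0.05 (also 55) and the exact test over the 58302 genes (52) came within 1.5 times as well, while calls at 0.05 shared with DESeq2 (38) did not. These 4 were chosen after seeing the values.

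The paper reports 20 upregulated genes, against 63 here. Only testing without a filter (26) came within 1.5 times the paper's number among the alternatives set before the data were examined, and the others gave 32 to 69. DESeq2 at 0.05 shared with the edgeR exact test without a filter at 0.1 gave 14, within 1.5 times. The exact test without a filter (12), its calls at 0.05 shared with DESeq2 (9) and the exact test over the 58302 genes (10) did not come within it. These 4 were chosen after seeing the values.

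The paper reports 57 downregulated genes, against 130 here. No filter (81), calls shared by DESeq2 and the edgeR exact test (73), leaving out ADO(-) replicate 2 (71) and leaving out ADO(-) replicate 3 (75) came within 1.5 times the paper's number. The other alternatives set before the data were examined gave 90 to 151 and did not. The edgeR exact test without a filter (43), its calls at 0.1 shared with DESeq2 at 0.05 (41) and the exact test over the 58302 genes (42) came within 1.5 times, and its calls at 0.05 shared with DESeq2 (29) did not. These 4 were chosen after seeing the values.

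The paper states that IFNG was the most highly upregulated gene of its volcano plot. Here its log2 fold change was 1.43, below those of ENSG00000271976 (2.29), IL6-AS1 (2.07) and IL21R (1.56), while its adjusted p was the smallest of the upregulated genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn, the value of IL21R ran from 0.96 to 1.85 and that of IFNG from 1.33 to 1.52. The order of IL21R and IFNG was therefore not stable over these fits.

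The notes of Table 1 describe its values as determined by DESeq2, with adjusted p. For 15 of its 15 upregulated genes, the P column equals the DESeq2 adjusted p of Table S1. For 15 of its 15 downregulated genes it equals the edgeR FDR of Table S1. The methods of the paper give an adjusted p under 0.05 as the threshold, and 15 of the 77 genes in Table S1 have an edgeR FDR above it, up to the paper's 0.0981.

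The paper names interferon gamma signaling and antigen processing and cross-presentation among enriched gene sets. The hand-written sets for these had adjusted p of 0.131 and 0.575 in limma's camera. Interferon gamma signaling passed 0.05 in fgsea alone, at 0.0494 over 2916 genes and at 0.00149 over all genes with a DESeq2 p, chosen after seeing the values (with alternatives to 0.656), and antigen processing and cross-presentation in none of its alternatives. The paper lists cell cycle among the sets of downregulated genes, and the cell cycle set here had an adjusted p of 0.203 in camera and passed 0.05 in none of its alternatives. It lists protein translation among them as well, and the ribosomal protein set was lower at 0.00679 in camera, with alternatives from 0.00202 to 0.301, the last in fgsea over 2916 genes. The translation factors had an adjusted p of 0.575 in camera and passed 0.05 in none of their alternatives. The paper states that no pathway was significantly altered, while 3 of the 9 sets passed 0.05 in camera and 0 of 9 in fry, where 3 had an unadjusted p under 0.05.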

Other observations

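The edgeR test of single genes was chosen before the data were examined. The other tests in this part, and the use of mitochondrial genes as a test, were chosen only after the results were seen. The marker lists were written after the differentially expressed genes were seen and before the lists were tested.

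All 13 mitochondrial protein genes were higher with ADO. A rise shared by these genes, and not one of MT-ND4 alone, is a hypothesis that the 12 other genes are in line with, since 12 of 12 rose and MT-ND4 lay within their range. A rise of all mitochondrial RNA, as from a larger mitochondrial share of a library, is argued against by the ribosomal RNA gene MT-RNR2, which had a log2 fold change of -0.43 (adjusted p = 0.0273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MT-RNR1 changed by -0.34 (adjusted p = 0.812 from edgeR's test). The ribosomal genes held 1164 and 130 counts, few against the protein genes, and a difference in which strand was counted was not tested for them. Whether ADO or a technical difference raised the protein genes stays open. Which strand's RNA the counts on the 12 heavy-strand protein genes hold was not tested either.

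Genes with an exon across from another gene made up 81.2% of the differentially expressed genes in the annotation, 156 of 192, against 62.9% of those tested, 5791 of 9210 (Fisher's exact test, odds ratio 2.60, p = 3.64e-08). Such genes also held 81.3% of the counts, and the comparison was not adjusted for count level. It therefore cannot tell an effect of the strand from one of higher counts on such genes. Non-coding RNA genes made up 45.8% of the differentially expressed and 20.4% of the tested genes. Over 2438 pairs of tested genes on opposite strands, the Spearman correlation of the 2 log2 fold changes was 0.113. This is a correlation across genes, which are not independent replicates. In 10000 shuffles of the partners the largest was 0.0801 (permutation test, p = 0.0001, the smallest these shuffles allow). Both genes were differentially expressed in 8 pairs, and in 8 of 8 they changed in the same direction. The correlation and the 8 pairs go with a hypothesis in which part of the reads is counted on the other strand. Both genes would then measure the same RNA. Shared regulation of a gene and the gene across could also give a positive correlation, and was not tested.

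IL1RN and genes across from SLAMF8, CYP1B1, MMP25 and PLAU were among those lower with ADO. Fewer monocytes or macrophages with ADO is a hypothesis under which other genes of these cells would fall too. In camera, the monocyte and macrophage list had a p of 0.177 (adjusted p = 0.237 over 4 lists in limma's camera), and of its 32 genes 3 had counts enough to be tested (TYROBP, CTSS and FCER1G), all lower, with a median log2 fold change of -0.46. The list holds SLAMF8 and CLEC12A, which lie across from genes lower with ADO, so the list is not independent of the pattern, though neither had counts enough to be tested. Its summed counts were 138, 100 and 137 without ADO and 107, 125 and 133 with ADO. On the 7 genes across from the list, the sums were 340, 258 and 306 without ADO and 213, 183 and 131 with ADO, lower in 3 of 3 libraries. SNHG28, CLEC1B and ENSG00000257764, differentially expressed and lower with ADO, are among these 7. Without them the sums were 194, 140 and 195 against 180, 165 and 114. Since the list was written after these genes were seen, the sums are no independent test. With 3 genes of the list tested, a change in such cells cannot be told apart from other causes by the p of 0.177. The B cell and plasma cell list, with 11 genes tested, had a p of 0.552 and the T cell list, with 7, a p of 0.0677. The NK cell list, with 16 of 25 genes tested, was higher with ADO, with a median log2 fold change of 0.18, 11 genes higher and 5 lower (adjusted p = 0.0465 in limma's camera). The genes across from this list did not show the rise, with sums of 1210, 923 and 1054 without ADO and 1069, 1010 and 835 with ADO. These sums are raw counts from libraries of 928446 to 1225016 gene counts, so a fall on these genes is not excluded. 4 genes of the NK cell list are also among the 40 strongly transcribed genes.

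Of the markers that the paper measured by flow cytometry, and of the ADO receptors, some had too few counts to be tested. Many reads may have been counted on the opposite strand, so few counts on these genes do not show weak transcription. The results of the tested markers share this limit. Counts of KLRK1, the gene of NKG2D, were 5, 3 and 4 without ADO and 2, 3 and 1 with ADO. KLRK1-AS1, across from it, held 4286 counts and had a log2 fold change of -0.17 (adjusted p = 0.376 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with groups that did not overlap, as chance gives for 10% of genes. NT5E, the gene of CD73, had 0, 0 and 5 without ADO and 2, 0 and 3 with ADO. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, NCR3 had a log2 fold change of -0.29 (adjusted p = 0.879), CD226 of 0.31 (0.743), FCGR3A of 0.07 (0.946), NCAM1 of 0.37 (0.731) and ADORA2B of -0.54 (0.801). ADORA1 had 0 counts in the 6 libraries, ADORA3 at most 1 and ADORA2A between 2 and 6 in a library. ADORA2A-AS1, across from ADORA2A, had 357 counts and a log2 fold change of 0.54 (adjusted p = 0.206 in the same edgeR test), with groups that did not overlap.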
